# Constraint and divergence of global gene expression in the mammalian embryo

**DOI:** 10.7554/eLife.05538

**Published:** 2015-04-14

**Authors:** Noah Spies, Cheryl L Smith, Jesse M Rodriguez, Julie C Baker, Serafim Batzoglou, Arend Sidow

**Keywords:** allele-specific expression, quantitative trait loci, parental effects, gene expression, mouse

## Abstract

The effects of genetic variation on gene regulation in the developing mammalian embryo remain largely unexplored. To globally quantify these effects, we crossed two divergent mouse strains and asked how genotype of the mother or of the embryo drives gene expression phenotype genomewide. Embryonic expression of 331 genes depends on the genotype of the mother. Embryonic genotype controls allele-specific expression of 1594 genes and a highly overlapping set of cis-expression quantitative trait loci (eQTL). A marked paucity of trans-eQTL suggests that the widespread expression differences do not propagate through the embryonic gene regulatory network. The cis-eQTL genes exhibit lower-than-average evolutionary conservation and are depleted for developmental regulators, consistent with purifying selection acting on expression phenotype of pattern formation genes. The widespread effect of maternal and embryonic genotype in conjunction with the purifying selection we uncovered suggests that embryogenesis is an important and understudied reservoir of phenotypic variation.

**DOI:** http://dx.doi.org/10.7554/eLife.05538.001

## eLife digest

The way that the embryo of a mammal, such as a mouse or a human, develops from a fertilized egg is a complicated process that relies on controlling: which genes are active; when these genes activate; and for how long they are active. In broad terms, there are four ways that this control can be achieved:

First, inside the sperm or egg, genes can be marked with small chemical tags that flag these genes to be activated (or remain inactive) after fertilization, depending on whether the modification was made by the father (in the sperm) or the mother (in the egg); this process is known as ‘imprinting’. Second, the mother can alter the gene activity in her offspring via the placenta; this process is known as ‘maternal effect’. Third, instructions encoded within the embryo's DNA can directly control if, and when, a nearby gene becomes activated; this is known as ‘*cis*-regulation’. Finally, similar instructions can also control genes that are situated elsewhere in the embryo's DNA through indirect mechanisms; this is known as ‘*trans*-regulation’.

Now, Spies, Smith et al. have investigated these four processes in the offspring of two different strains of mice, one originally from Europe and the other from Southeast Asia. The two strains were crossbred and the resulting embryos were analyzed to see which of the four processes affected gene activity. This analysis revealed 31 imprinted genes and 331 genes that exhibited a maternal effect—which sometimes changed gene activity by as much as 52%. Spies, Smith et al. also found over a thousand DNA instructions in the embryo's DNA that could directly influence the activity of nearby genes, but fewer instructions that could indirectly control genes that were further away.

These results suggest that direct control of genes, which affects only the genes closest to the DNA instruction, can vary a lot between individual embryos of the same species. However, indirect control of embryonically active genes, which affects many genes across the genome at the same time, appears much more tightly constrained by evolutionary forces. Which genes in the mother are responsible for the molecular signals that drive the maternal effect is an important question for future work, with implications for the genetic basis of embryonic development and disease.

**DOI:** http://dx.doi.org/10.7554/eLife.05538.002

## Introduction

Multicellular animals develop via complex pattern formation processes that unfold during embryogenesis, with gene regulation playing a central role. Surprisingly, the impact of genetic variation on gene regulation and the relative importance of the genetic mechanisms underlying regulatory variation in mammalian embryogenesis remain undefined. There are four broad categories of genetic mechanisms of gene expression regulation: imprinting, parental effects, cis-regulation, and trans-regulation. All of these are potentially subject to natural selection and provide genetic windows into the forces that shape gene regulatory evolution. Here, we quantify their impact and relevance in mammalian embryogenesis by asking which of these genetic mechanisms reveal evolutionary divergence or constraint since the last common ancestor of two distantly related mouse strains, C57BL/6 (B6) and Cast/Ei (Cast).

Genomic imprinting is a well-studied form of parent-of-origin-dependent gene expression that produces strongly biased allelic expression patterns in offspring according to the parental source of the inherited allele. The progeny's imprinted gene expression patterns result from epigenetic modifications put in place in the previous generation and reflect the particular genetic architecture at these specialized loci. A recent genome-wide survey estimated that fewer than 200 genes are imprinted in mice and humans (Babak et al., 2008). Imprinting is thought to play a critical role in early embryonic and placental development in mammals and has been shown to influence post-natal health and behavior [Reviewed in Peters (2014)].

Related to but distinct from imprinting is the concept of parental effects. Parental effects produce phenotypic variation that depends, directly or indirectly, on the genotype of either the mother or father, rather than that of the offspring. Therefore, the resulting phenotypic patterns lag a generation behind the genetic transmission of the causal variants. The most well-studied parental genetic effects are caused by deposition of maternal transcripts into the egg prior to fertilization, resulting in differences in early embryonic development depending on the genotype of the mother. Certain genes have also been shown to respond to maternal influence after birth through genetically defined maternal behaviors (Weaver et al., 2004). Because of the small contribution, through the sperm, of the paternal transcriptome to the fertilized zygote, and because of the stronger maternal contribution to child rearing in most model organisms, parental effects are typically thought of as synonymous with maternal effects, although true paternal effects are known to exist (Rando, 2012).

Maternal effects have been shown to be important during embryonic development, leading to differences in the birth weight of mice depending on the genotype of the mother (Cowley et al., 1989; Wolf et al., 2011). However, neither the causal molecular mechanism for these effects in the mother nor the responding genes in the embryo have been identified and few studies to date have discriminated between prenatal and postnatal effects. Maternal effects likely contribute to the heritability of complex traits but have been confounded with family structure in mouse as well as human studies (Mott et al., 2014).

Genetic variants affecting gene expression are classified into cis or trans, depending on whether they act on the gene copy on the same chromatid (cis) or on both chromatids equally (trans). Regulatory variants near their target genes usually act in cis, by modifying the activity of a promoter or enhancer, but very occasionally act in trans if they affect a gene product that regulates a nearby locus. One approach to quantifying cis and trans regulation in model organisms involves assaying gene expression in two parental lines compared to allele-specific expression (ASE) in the hybrids (Wittkopp et al., 2004) and asking whether alleles are regulated differently in the parentals compared to the hybrids. In adult flies and mice, these analyses have demonstrated that cis and trans regulatory variants frequently target the same genes, often with opposite, compensatory effects on the target's expression (McManus et al., 2010; Goncalves et al., 2012). Recent genome-wide studies of ASE patterns across many individuals have demonstrated the ability of high-throughput sequencing methods to directly identify genes with cis-regulatory variants (Montgomery et al., 2010; Pickrell et al., 2010).

Another method to quantify cis- and trans-regulatory variation is analysis of expression quantitative trait loci (eQTL) (Schadt et al., 2003). eQTL are identified as genetic loci whose genotypes correlate with gene expression changes across a number of genetically heterogeneous individuals. Genome-wide eQTL studies have demonstrated that the strongest genetic variation in expression regulation generally occurs in variants located proximally to their target genes, presumably acting in cis. While typically fewer in number, trans-regulatory variants affect both alleles of each target gene and can affect expression of many genes simultaneously, resulting in a large aggregate effect.

ASE and eQTL approaches have been applied widely in adult tissues in humans and model organisms. However, these approaches have not yet been applied to understand the global relationship between genetic variation and gene expression during mammalian embryogenesis, and while imprinting has been studied extensively, the contribution of maternal effects on mammalian embryonic gene expression has never been addressed. For several reasons, it is likely that patterns of regulatory divergence differ between embryos and adults. First, eQTL studies have demonstrated dynamic trans-regulatory variation during *Caenorhabditis elegans* larval development (Francesconi and Lehner, 2014). Second, recent studies in flies and fish have demonstrated higher expression of more ancient conserved genes as well as more conserved gene expression patterns during embryogenesis compared to the adult (Domazet-Lošo and Tautz, 2010; Kalinka et al., 2010). This suggests that the number of cis- as well as trans-eQTL should be lower in embryos compared to adult.

Here, we quantify evolutionary gene regulatory divergence between B6 and Cast during embryogenesis, addressing each of the four regulatory architectures. We focus on embryonic day 11.5 (E11.5), which is equivalent to roughly 40 days of gestation in human. It is a time characterized by organogenesis, rapid growth of the brain and limbs, increasingly complex and localized pattern formation, and consequently substantial constraints on allowable phenotypic variation. An ASE/eQTL hybrid approach facilitates quantifying the different types of regulation and their effects on expression variation, revealing unique and important features of gene regulatory architecture during mammalian embryonic development.

## Results

For this study, we chose two inbred strains derived from geographically separate subspecies of *Mus musculus*: C57BL/6J (B6), the classic inbred mouse reference strain, which was derived from European mice, and CAST/EiJ (Cast), which was derived from the Southeast Asian *Mus musculus castaneus.* Inbreeding caused random subsets of alleles segregating in their ancestral populations to become fixed, and as a consequence the two strains exhibit one single nucleotide polymorphism (SNP) difference every 120 bp on average (Keane et al., 2011).

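Whole embryos of both F1 crosses were harvested at E11.5, 8 with a B6 mother and a Cast father (B6 × Cast) and 8 with a Cast mother and a B6 father (Cast × B6). The authors deposited, for each RefSeq gene and embryo, the raw count of reads on exons, without normalization. They also deposited estimated counts for each allele, called votes, in which each SNP that a read covers takes an equal fraction of 1 vote for B6 or Cast. Between 15703888 and 34110615 reads per B6 × Cast embryo were counted on genes, with a median of 30107972. In Cast × B6 embryos the range was 15884995 to 38234229, with a median of 30432600. The labels list 2 sequencing runs per embryo and the tables 1 value, which was taken as their sum. The BAF of a gene was computed as its B6 votes divided by its B6 and Cast votes, pooled over embryos unless given per embryo.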

We collected 16 E11.5 F1 embryos obtained from reciprocal crosses between B6 and Cast (Figure 1). We profiled genome-wide gene expression using a 3′-biased RNA sequencing method, 3SEQ (Beck et al., 2010), in order to maximize SNP coverage in the 3′ UTRs, where the average SNP density is ∼1 SNP per 170 bp (compared to 1 SNP per 265 bp in the coding sequence). 

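Among the 22033 genes in the tables, 9084 had at least 20 votes in each F1 cross and in the heterozygous embryos of each N2 cross. The median one of these genes had 1694 votes in the F1 embryos. The paper's text names no minimum for ASE, so the read minimum of its genotyping was used.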

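The mean BAF over the genes tested was 0.502 ± 0.109 (SD over genes) in the F1 embryos, and the median was 0.499. The mean over genes differed little between embryos, at 0.502 ± 0.00118 (SD, n = 16). Summing the votes over all genes moved the value most, to 0.483. With the genes split into 4 groups of increasing coverage, the mean BAF of a group lay between 0.499 and 0.504.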

Mapping of reads separately against the Cast (Keane et al., 2011) and B6 genomes allowed us to eliminate reference mapping bias (Figure 2—figure supplement 1) as the average fraction of reads supporting the B6 allele (B6 allele fraction, ‘BAF’) was 0.502. Overall, out of a possible 6917 genes with sufficient reads covering SNPs, 1594 (23%) showed significant ASE (p < 0.01, paired t-test, Bonferroni corrected; Figure 2A,B). 

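The paired test of the methods was applied to B6 votes minus Cast votes, scaled like RPM, over the F1 embryos and the heterozygous N2 embryos of each gene. ASE was called for 1714 genes, 18.9% of those tested, at a Bonferroni-adjusted p under 0.01 and a BAF outside 0.45 to 0.55. The B6 allele was the higher one in 881 of them and the Cast allele in 833. A further 390 genes passed the threshold on p with a BAF inside that window. The adjustment moved the count most, since Benjamini-Hochberg adjustment gave 2889 genes, and the F1 embryos alone gave 1105. The share of genes called rose with coverage, from 5.94% in the group with the fewest F1 votes to 32.3% in the group with the most. The smallest p was that of *Mzt2*, on chromosome 16 of mm9 from 15848534 to 15863462 (GENCODE annotation), with a pooled BAF of 0.173 and an adjusted p = 1.21e-53. Its BAF per embryo was 0.156 ± 0.00827 in B6 × Cast and 0.164 ± 0.0260 in Cast × B6 (SD, n = 8 each). The next 4 genes by p, *Ckap4*, *Rabl5*, *Rbck1* and *Gstz1*, had pooled BAFs of 0.705, 0.707, 0.838 and 0.210.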

We next backcrossed F1 mice (derived from female B6 by male Cast crosses) with B6 parentals to obtain N2 embryos. 

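The N2 embryos had either a B6 mother and an F1 father (B6 × F1) or an F1 mother and a B6 father (F1 × B6). The deposited tables hold 168 N2 columns, of which 160 could be matched to a cross, a litter and a sequencing lane from their labels. Genotypes were deposited for 154 of these, 89 with a B6 mother and 65 with an F1 mother, and these embryos were used. Between 245220 and 5370322 reads per B6 × F1 embryo were counted on genes, with a median of 2299798. In F1 × B6 embryos the range was 473072 to 5134607, with a median of 2269579. The mean RPM over these embryos equalled the paper's reported value, within a relative difference of 1e-09, for all 1407 genes that could be compared in the part of Supplementary file 1 held here.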

We harvested 154 N2s at E11.5, performed 3SEQ, and quantified ASE in the approximately 50% of embryos that were heterozygous at each gene. 

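The deposited genotypes hold 1 code per autosomal gene and embryo, which was read against the votes. In 51.3% of the pairs of gene and embryo the code was that of B6/B6, and Cast votes made up 0.194% of the votes there. In 48.1% it was that of B6/Cast, with 50.0% Cast votes, and in 0.524% no genotype was called. Embryos of B6 mothers were heterozygous at 47.9% ± 9.07 of the autosomal genes (SD, n = 89) and embryos of F1 mothers at 49.0% ± 9.57 (SD, n = 65). The median gene tested for ASE had 603 votes over its heterozygous N2 embryos.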

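Across the genes tested for ASE, the BAF in F1 embryos and the BAF in heterozygous N2 embryos had a Spearman's rho of 0.726. Genes are not independent replicates, so no p is given. A minimum of 100 votes moved rho most, to 0.785 over 6175 genes, and a minimum of 50 votes gave 0.766 over 7496. Among the genes with ASE rho was 0.934, and 99.6% of them had the same higher allele in F1 and N2 embryos. These genes were chosen on the F1 and N2 embryos together, so part of their agreement follows from the choice. Among the other 7370 genes rho was 0.565.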

There was excellent agreement between average BAF estimates from F1s and N2s (Figure 2C; rho = 0.77).

**Figure 1.**
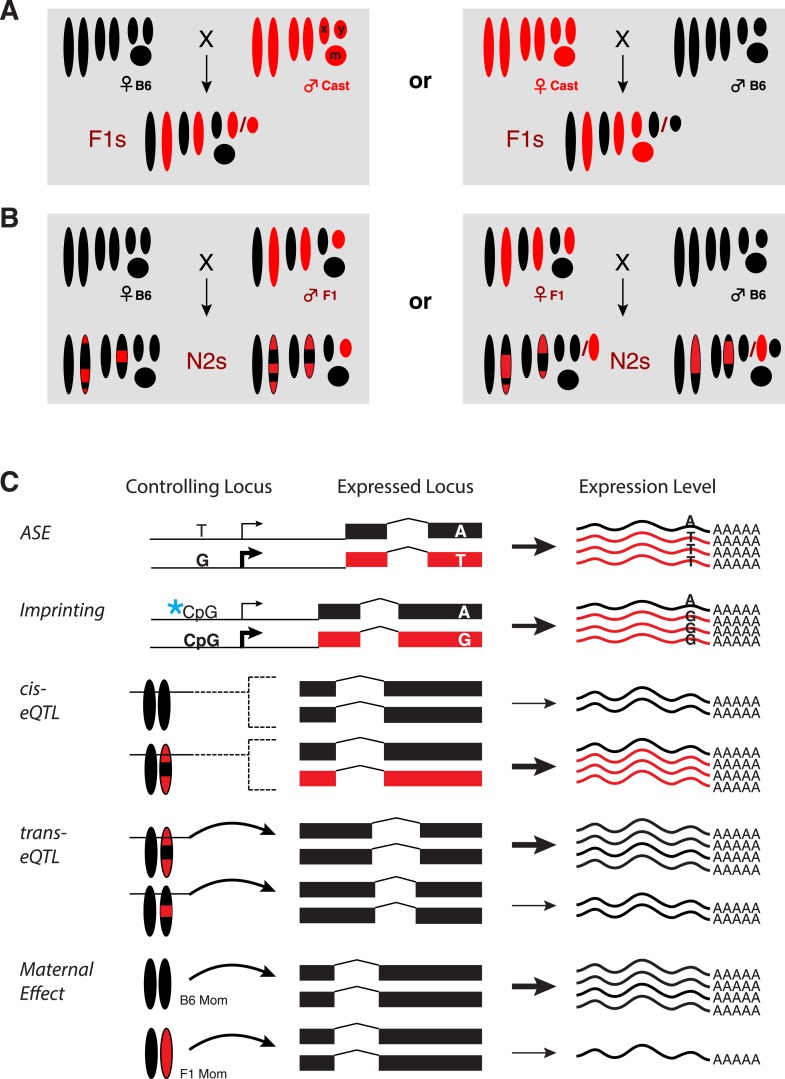
Experimental design. (**A**) Reciprocal crosses of B6 and Cast parents were used to generate F1 hybrid embryos. (**B**) F1 hybrid adults were backcrossed to B6 to generate N2 embryos via reciprocal crosses of B6 females with F1 males and F1 females with B6 males. Chromosomal regions inherited from a B6 parent are black and Cast regions are red. (**C**) Example genotypes at a controlling genetic locus, its corresponding target gene, and resulting gene expression levels for different types of gene regulatory variation assayed. Allele-specific expression (ASE) and imprinting are measured by allele-specific read counts, whereas other types measure total gene expression levels. X: X chromosome; Y: Y chromosome; m: mitochondrial DNA. **DOI:** http://dx.doi.org/10.7554/eLife.05538.003

**Figure 2.**
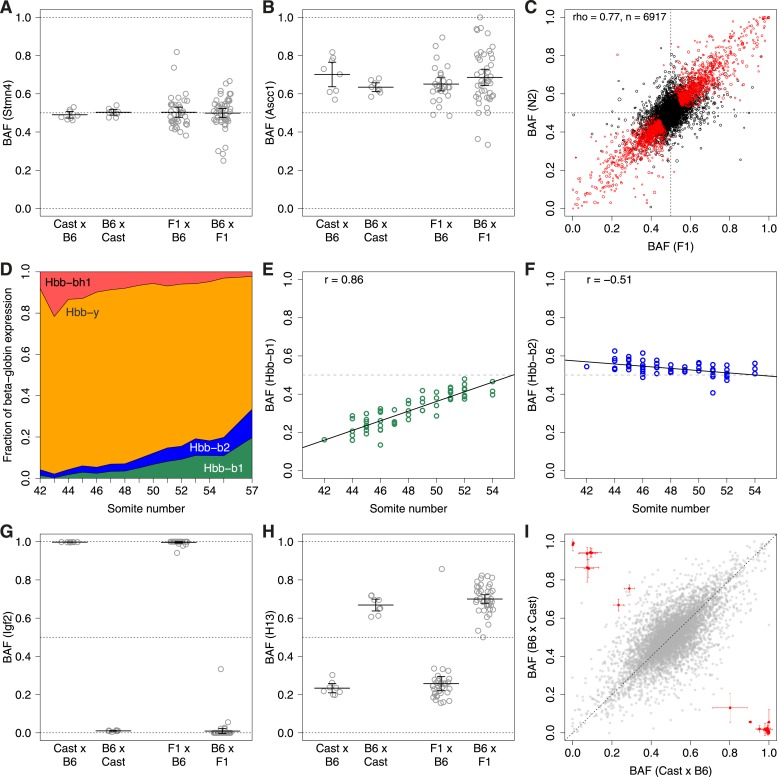
ASE. B6 allele fraction (BAF) for (**A**) non-ASE gene *Stmn4*, (**B**) ASE gene *Ascc1*. Each point represents a single embryo, grouped by cross (F1 embryos on left, N2 embryos on right). Cross mother is listed first. Bars are mean BAF and 95% confidence intervals. (**C**) Correlation of average BAF between F1 and N2 embryos. Significant ASE genes (called using union of F1 and N2 data) are red. Point size corresponds to relative expression level. (**D**) Transition from fetal (*Hbb-bh1*, *Hbb-y*) to adult (*Hbb-b2*, *Hbb-b1*) beta-globins, shown as fraction of total expression of all beta-globins, averaged across individuals by time point (somite number). (**E** and **F**) Divergent temporal regulation for B6 and Cast alleles of *Hbb-b1* (**E**) and *Hbb-b2* (**F**) in heterozygous N2 mice. (**G** and **H**) BAF for imprinted genes *Igf2* (**G**) and *H13* (**H**). (**I**) Significantly imprinted genes (red, with 95% confidence intervals; n = 31) clearly separate from non-imprinted genes (gray, n = 8261; Figure 2—figure supplement 2). **DOI:** http://dx.doi.org/10.7554/eLife.05538.004

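*Stmn4* lies on chromosome 14 of mm9 from 66963133 to 66980517 and *Ascc1* on chromosome 10 from 59465587 to 59562734. The BAF of *Stmn4* per embryo was 0.503 ± 0.0219 in B6 × Cast and 0.490 ± 0.0252 in Cast × B6 (SD, n = 8 each). It was 0.499 ± 0.0846 (n = 49) in heterozygous B6 × F1 embryos and 0.503 ± 0.0847 (n = 39) in F1 × B6. For *Ascc1* the values were 0.634 ± 0.0331 and 0.701 ± 0.0927 in the F1 crosses (SD, n = 8 each), 0.686 ± 0.146 (n = 45) in B6 × F1 and 0.651 ± 0.0950 (n = 27) in F1 × B6. The N2 embryos spread more widely at fewer votes, 6583 in all for *Stmn4* against 13084 in the F1 embryos. Over all embryos the Bonferroni-adjusted p of the paired test was 1 for *Stmn4* and 1.22e-14 for *Ascc1*.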

**Figure 2—figure supplement 1.**
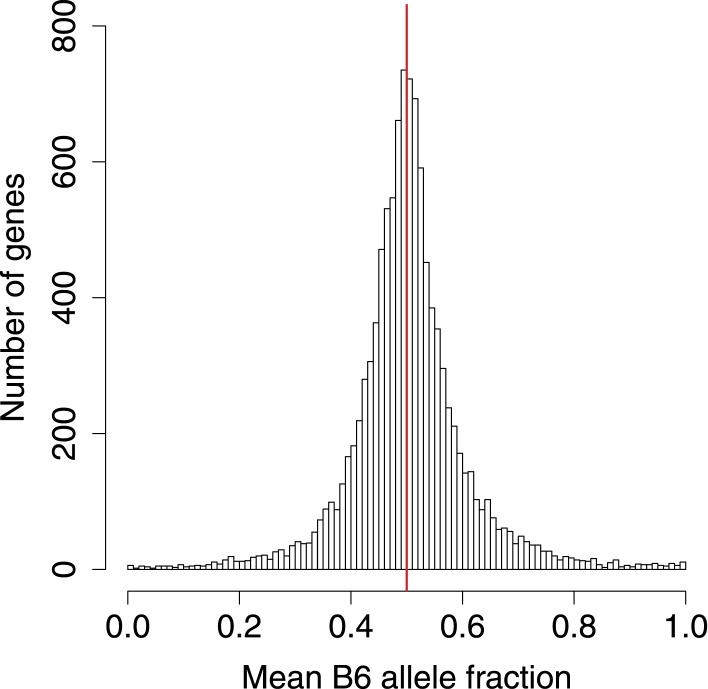
B6 allele fractions. Histogram of BAF across genes with SNP coverage, in 0.01 increments. **DOI:** http://dx.doi.org/10.7554/eLife.05538.005

**Figure 2—figure supplement 2.**
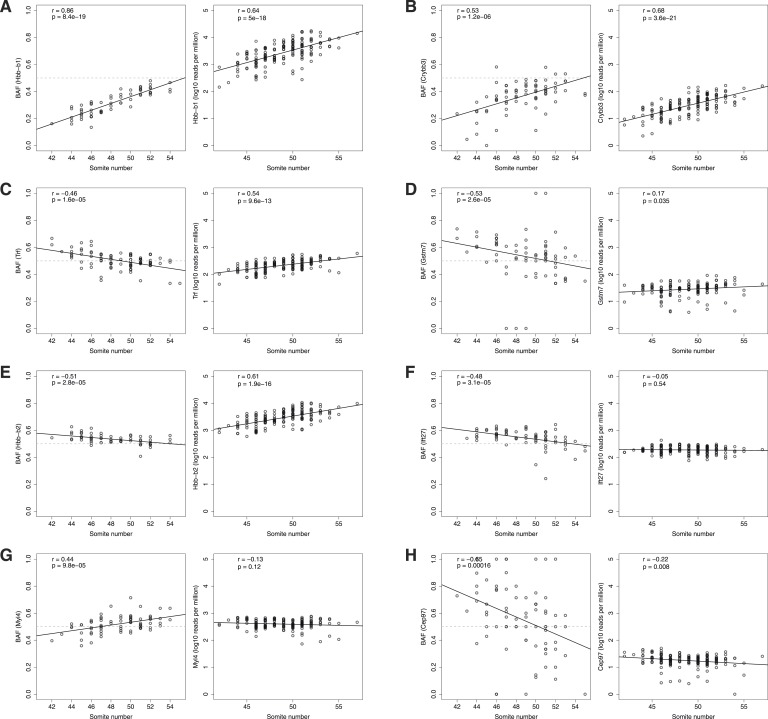
Age-dependent ASE. ASE time courses for top eight genes (**A**-**H**) exhibiting significant dependence of ASE on somite number. Left panel, BAF; right panel, normalized expression. Only heterozygous embryos are shown in the left panels. **DOI:** http://dx.doi.org/10.7554/eLife.05538.006

**Figure 2—figure supplement 3.**
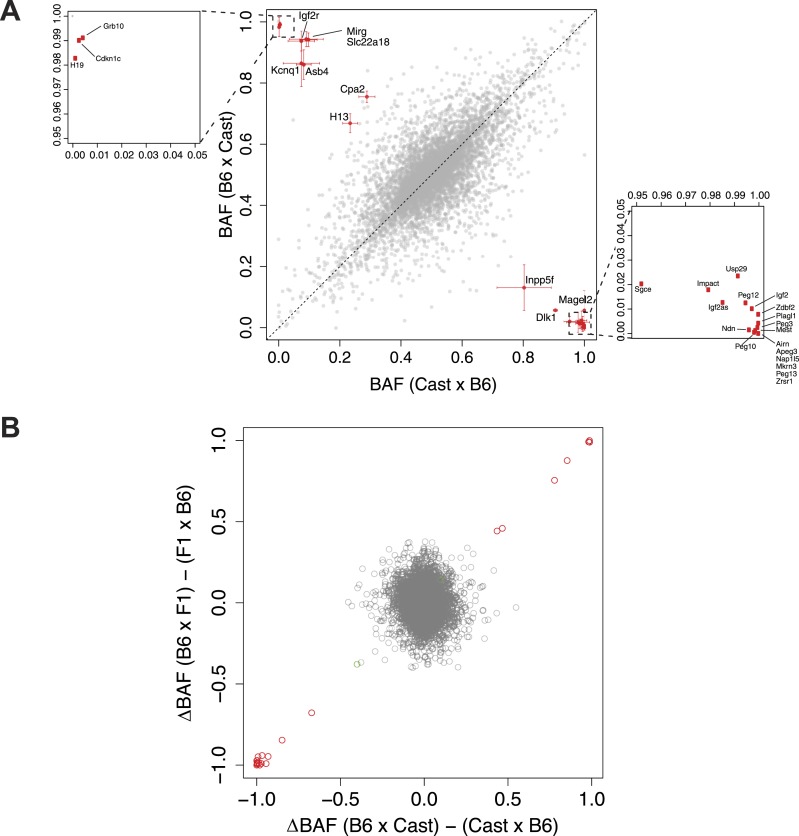
Significantly imprinted genes. (**A**) Magnification of the clusters close to points (1,0) and (0,1) in the context of the same plot shown in Figure 1I, where BAF is plotted as a function of the direction of the cross. Mother's strain is listed first according to convention. (**B**) Plot of the average difference in BAF between the two reciprocal crosses, for each of the F1 and N2 crosses. Each gene is a point. For each gene, for F1 embryos, average BAF of embryos from CastxB6 cross was subtracted from average BAF of embryos from B6xCast cross. For N2 embryos, only embryos heterozygous at the assayed gene are considered; for each gene, average BAF of embryos from F1xB6 cross is subtracted from average BAF of embryos from B6xF1 cross. Significantly imprinted genes, where the two crosses give a large difference, are in red near (1,1) or (−1,−1). If imprinting were not usually Boolean (either fully on or off) but rather a quantitative phenomenon in which different tissues respond differently to the imprint or change the imprint, the significant genes would reside in the tails of a continuous distribution and not be so clearly separated from the bulk of the non-imprinted genes. **DOI:** http://dx.doi.org/10.7554/eLife.05538.007

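Somite numbers are given in the labels of 147 of the N2 embryos with genotypes. They averaged 48.4 ± 3.23 in embryos of B6 mothers (SD, n = 85) and 49.4 ± 2.53 in embryos of F1 mothers (SD, n = 62). The litter means averaged 48.4 ± 2.93 (SD, n = 17) and 49.5 ± 2.47 (SD, n = 12; two-sided permutation test over litters, p = 0.279). Of the variance in somite number, 79.7% lay between the 29 litters and 48.3% between the 14 sequencing lanes.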

To quantify developmental progression for each embryo at the time of harvest, we counted the number of somites, which form every 90–120 min (Saga and Takeda, 2001) and ranged from 42 to 57 in our embryos. Of the 7712 genes with moderate expression of at least 5 reads per million (RPM), 1796 genes showed significant correlation between total expression and somite number (q < 0.05, Spearman correlation). 

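Counts were scaled to RPM by the reads counted on genes, and Spearman's correlation with somite number was tested for the 10007 genes with a mean of at least 5 RPM. At a Benjamini-Hochberg q under 0.05, 2206 genes were correlated, 1408 rising with somite number and 798 falling. Averaging the embryos of a litter moved this count most, to 174 genes, with 1138 at an unadjusted p under 0.05. With the lane regressed out of the ranks 1151 genes passed, of which 731 were among those called before. Embryos of B6 mothers alone gave 5161 genes and embryos of F1 mothers alone 2316. Of the 1244 genes called in both, 635 had the same direction and 609 opposite directions. When lane was regressed out 128 genes were called in both, all 128 in the same direction. The smallest q was that of *Mia1*, on chromosome 7 from 27953449 to 27966176, with rho = 0.777 (q = 5.98e-27), 0.789 in embryos of B6 mothers and 0.779 in those of F1 mothers. It was followed by the crystallin genes *Crybb1*, *Cryga* and *Cryaa* and by *Neurod2*, with rho from 0.722 to 0.740, and from 0.614 to 0.646 with the lane regressed out.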

Genes changing over this developmental time course were enriched for a number of gene ontology (GO) categories indicative of important developmental processes occurring at E11.5, including synaptogenesis (q = 2.2 × 10^−8^, GOrilla) and eye lens formation (q = 5.8 × 10^−7^). 

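The shares of the beta-globin genes in their summed reads were compared between the 21 embryos with at most 45 somites and the 14 with at least 53. The genes lie on chromosome 7, with *Hbb-bh1* from 110990150 to 110991678 and *Hbb-y* from 111000259 to 111001754 of mm9. The tables list the adult genes as *Hbb-b1*, *Hbb-b2* and *Beta-s*, and since the first 2 hold the same reads in nearly every embryo, only *Hbb-b2* and *Beta-s* entered the sum. The share of *Hbb-bh1* fell from 13.0% ± 4.40 to 4.81% ± 2.60 (SD) and that of *Hbb-y* from 82.0% ± 3.62 to 75.2% ± 7.39. The share of *Hbb-b2* rose from 2.76% ± 0.997 to 8.35% ± 3.05 and that of *Beta-s* from 2.21% ± 1.23 to 11.6% ± 5.67. Over all embryos with a somite number the share of *Hbb-b2* had a Spearman's rho of 0.717 and a Pearson's r of 0.680 with it (permutation p = 1e-05 for each, the smallest that 100000 resamples can give). Without the 2 embryos farthest from the median somite number r was 0.659. For *Beta-s* rho was 0.665, for *Hbb-bh1* -0.521 and for *Hbb-y* -0.392, with p adjusted over the 4 genes of at most 2e-05. Within the flowcells rho of *Hbb-b2* was 0.654 and 0.795, and that of *Hbb-y* was -0.161 and -0.599. The permutations exchanged single embryos, so their p do not allow for litters, which held 79.7% of the variance in somite number.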

A third significant GO category, blood microparticles (q = 9.6 × 10^−7^), includes the globins, which are beginning to undergo the transition from fetal to adult form over the developmental time period we assayed (Noordermeer and de Laat, 2008) (Figure 2D).

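BAF was correlated with somite number for the 3342 genes with at least 20 heterozygous N2 embryos of 20 votes or more. At a q under 0.1, 10 genes passed, 5 with a BAF that rose with somite number and 5 with one that fell. In order of q they were *Beta-s*, *Crybb3*, *Obfc1*, *Hbb-b2*, *Hbb-b1*, *Ift27*, *Kcnq1ot1*, *Trf*, *Cxcl14* and *Txnl1*. Restricting the test to embryos of B6 mothers moved the count most, to 63, while embryos of F1 mothers gave 2 and regressing out the lane left 2. *Kcnq1ot1* is imprinted, and its rho of 0.658 over 31 embryos (permutation p = 1e-04, Pearson's r 0.684 with permutation p = 8e-05) fell to 0.0698 among embryos of B6 mothers. *Crybb3*, on chromosome 5 from 113504859 to 113510604, had rho = 0.522 and r = 0.560 over 68 embryos (permutation p = 1e-05 for each, the smallest possible), and r = 0.480 without the 2 embryos with the most extreme somite numbers. Its rho was 0.633 among embryos of B6 mothers and 0.319 among those of F1 mothers. These permutations also exchanged single embryos and do not allow for litters. *Gstm7* and *Myl4*, also in Figure 2—figure supplement 2, had q of 0.183 and 0.141, and *Cep97* had 9 embryos with enough votes and was not tested.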

By correlating ASE with somite number, we identified twelve genes that show significant differential regulation between B6 and Cast alleles as a function of developmental timing (q < 0.10, Spearman rho). Globins and functionally related genes were well represented in this set, which included both major (*Hbb-b1*) and minor (*Hbb-b2*) adult beta globins. Both genes increase in absolute level and relative expression compared to fetal beta globins (Figure 2D; Figure 2—figure supplement 2), but the B6 allele of the major form is delayed compared to the Cast allele (Figure 2E; rho = 0.86, q < 10^−14^), whereas the opposite occurs for the minor form (Figure 2F; rho = −0.51, q = 0.02). 

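On the reference, *Hbb-b1* lies on chromosome 7 of mm9 from 110975048 to 110976610 and *Hbb-b2* from 110961038 to 110962510. In the deposited votes the entries for *Hbb-b1* and *Hbb-b2* gave the same BAF at every group of somite numbers compared, while the entry *Beta-s* gave another. In embryos with at most 45 somites the B6 and Cast votes, scaled like RPM, were 781 ± 419 and 612 ± 360 for *Hbb-b2* (SD, n = 13) and 204 ± 137 and 633 ± 364 for *Beta-s*. With 46 to 52 somites they were 1796 ± 1095 and 1667 ± 1123 for *Hbb-b2* (n = 44) and 1013 ± 980.0 and 1656 ± 1197 for *Beta-s*.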

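The BAF of *Beta-s* had a Spearman's rho of 0.863 and a Pearson's r of 0.871 with somite number over 60 heterozygous N2 embryos (permutation p = 1e-05 for each, the smallest possible; q = 2.80e-15). Without the 2 embryos farthest from the median somite number r was 0.868. Its rho was 0.839 among embryos of B6 mothers, 0.845 among those of F1 mothers, and 0.767 and 0.896 in the separate flowcells. The entries for *Hbb-b1* and *Hbb-b2* both gave rho = -0.513 and r = -0.486 (permutation p = 4e-05 and 8e-05 for *Hbb-b2*; q = 0.0173), and r = -0.527 without the farthest 2 embryos. For these rho was -0.538 and -0.462 by mother and -0.598 and -0.392 by flowcell. The permutations exchanged single embryos and do not allow for litters. Over 27 litter means Spearman's rho was 0.878 for *Beta-s* (p = 1.70e-09) and -0.430 for both *Hbb-b1* and *Hbb-b2* (p = 0.0253). With the lane regressed out rho was 0.792 for *Beta-s* and -0.450 for both *Hbb-b1* and *Hbb-b2*.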

By the end of our time course, the alleles are equally expressed (Figure 2E,F). 

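Only 3 heterozygous N2 embryos with at least 53 somites had enough votes at these genes. Their BAF was 0.534 ± 0.0271 at *Hbb-b2* and 0.426 ± 0.0359 at *Beta-s* (SD, n = 3), after 0.563 ± 0.0295 and 0.228 ± 0.0463 (n = 13) in the embryos with at most 45 somites.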

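*Trf*, the transferrin gene on chromosome 9 of mm9 from 103092538 to 103132637, had a BAF of 0.557 ± 0.0503 with at most 45 somites (SD, n = 14) and of 0.47 ± 0.0757 with at least 53 (n = 5). Over 77 heterozygous N2 embryos rho was -0.435 and r -0.439 (permutation p = 1.5e-04 and 6e-05; q = 0.0325), and r was -0.453 without the 2 embryos farthest from the median somite number. Among embryos of B6 mothers rho was -0.592, and among those of F1 mothers -0.320, which does not pass 0.05 alone (p = 0.0741, n = 32). With the lane regressed out it was -0.378. Over 27 litter means Spearman's rho was -0.519 (p = 0.00555), while the permutations exchanged single embryos and do not allow for litters.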

Transferrin also increases in absolute expression but the Cast allele is delayed compared to the B6 allele (rho = −0.46, q = 0.02; Figure 2—figure supplement 2). These results suggest that compensatory mechanisms have evolved in one or both strains to keep the overall regulatory dynamic of oxygen physiology stable during this important switching period.

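Over the same embryos, total expression rose with somite number with rho = 0.524 for *Trf*, 0.596 for *Hbb-b2* and 0.643 for *Beta-s*. The B6 votes of *Trf*, scaled like RPM, rose from 37.9 ± 17.5 with at most 45 somites (SD, n = 14) to 80.4 ± 40.0 with at least 53 (n = 5), and the Cast votes from 31.1 ± 14.3 to 85.1 ± 28.0. From the rise of both alleles at different times, the paper proposes that compensation in one or both strains keeps the regulation of oxygen physiology stable.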

Comparison of embryos from either side of the reciprocal cross allowed us to identify parent-of-origin dependent ASE patterns indicative of imprinting. Consistent with previous studies in mouse embryos (Babak et al., 2008), we found a total of 31 genes with significant imprinting (Figure 2G–I; p < 0.01, binomial test, Bonferroni corrected), all of which had been previously identified. 

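A binomial test of the pooled votes against equal expression was run in each F1 cross for 11598 genes with at least 20 votes per cross. A gene was called imprinted when its Bonferroni-adjusted p was under 0.01 in both crosses with opposite higher alleles, a way to combine the crosses that the paper's text does not name. The test treats votes as independent and covers counting error only. The crosses also differed in stage, since the labels give B6 × Cast embryos somite numbers at or above those of Cast × B6 embryos. This gave 47 genes, 19 with the maternal and 28 with the paternal allele higher, which included all 31 named in Figure 2—figure supplement 3. The other 16 were *Snurf*, *Snrpn*, *Kcnq1ot1*, *Meg3*, *Rian*, *Zim1*, *Mcts2*, *Gnas*, *Blcap*, *Klhdc10*, *Kifc1*, *Vdac2*, *Rpl7l1*, *2810025M15Rik*, *Ccnb2* and *Agrn*, of which the last 6 did not pass a quasi-binomial test over embryos. That test called 46 genes, 41 of the 47 and 5 others. Requiring both N2 crosses to pass as well moved the count most, to 31, of which 23 are named in that figure. The named genes that dropped out had between 1 and 19 votes in heterozygous F1 × B6 embryos, too few to pass at any BAF. All of them kept the F1 direction of BAF in both N2 crosses. A difference in BAF of at least 0.3 between the crosses left 41 genes, the 31 named ones among them.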

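The absolute difference in BAF between the F1 crosses had a median of 0.980 over the imprinted genes named in Figure 2—figure supplement 3 and of 0.0304 over the genes not called. Among the latter, 62 genes differed by at least 0.3. *Igf2*, on chromosome 7 of mm9 from 149836673 to 149852721, had a BAF of 0.0101 ± 0.00263 in B6 × Cast and 0.997 ± 0.000829 in Cast × B6 (SD, n = 8 each). In heterozygous N2 embryos it was 0.00917 ± 0.0477 (n = 50) in B6 × F1 and 0.996 ± 0.0117 (n = 29) in F1 × B6. *H13*, on chromosome 2 from 152495197 to 152534406, was partly biased, at 0.668 ± 0.0447 and 0.234 ± 0.0351 in the F1 crosses (SD, n = 8 each) and 0.700 ± 0.0733 (n = 41) and 0.257 ± 0.113 (n = 36) in the N2 crosses.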

We note that the clear separation of most of the imprinted loci from the noise of the bulk of all expressed genes, with few exceptions (Figure 2I; Figure 2—figure supplement 3), suggests that most imprinting generally acts uniformly across the embryo, as expected from the methylation-based mechanism that sets the expression state of the regulated allele pre-zygotically (Reik et al., 1987).

Imprinting is not the only molecular mechanism that results from the mother–offspring resource allocation conflict in mammals (Moore and Haig, 1991). To explore other genetically-encoded parental effects, we took advantage of the backcross design, in which N2 offspring have genotypically distinct parents. 

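Embryos of B6 and F1 mothers were sequenced almost entirely in different lanes. According to the labels, 8 of the 14 lanes held only embryos of B6 mothers, 5 held only embryos of F1 mothers, and 1 held 1 embryo of a B6 mother and 8 of F1 mothers. Of the 17 litters of B6 mothers and 12 of F1 mothers, 19 lay in 1 lane, 9 in 2 and 1 in 3. The lanes form 2 flowcells of 7, with 30 embryos of B6 mothers and 45 of F1 mothers in the first and 59 and 20 in the second. Over the autosomal genes with at least 5 RPM, lane accounted for a median of 59.4% of the variance in the ranks of expression (8.54% with embryos shuffled), litter for 59.8% (19.5%) and the mother's genotype for 1.58% (0.654%).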

We identified a large number (n = 331) of embryonically expressed genes whose total expression levels differed significantly depending on the genetic background of the mother (Mann Whitney U test, p < 0.01, Bonferroni corrected), irrespective of the genotype of the embryo (Figure 3A,B; Supplementary file 1). For example, *Angptl4* expression increases 52% from an average of 107 RPM in embryos with an F1 mother to an average of 163 RPM in embryos with a B6 mother (Figure 3C). 

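The Mann-Whitney U test (two-sided, normal approximation with tie correction) was run on the RPM of 9733 autosomal genes with at least 5 RPM. At a Bonferroni-adjusted p under 0.01, 490 genes differed by the mother's genotype, 73 higher with a B6 mother and 417 higher with an F1 mother. The median fold among them was 1.62, and 99 changed at least 2-fold. With a one-sided p in place of the two-sided one, 565 genes were called. Benjamini-Hochberg adjustment raised the count most, to 2077, and averaging by litter or by lane lowered it most, to 0 each, with 1279 and 275 genes at an unadjusted p under 0.05. For lane means the smallest possible p is 0.00155, which cannot pass the Bonferroni threshold. The quasi-likelihood test of edgeR called 1626 genes at an adjusted p under 0.01, including all of the 490. Of the 1626, 603 were higher with a B6 mother and 1023 with an F1 mother, a less uneven split than that of the 490. With lane as a random block in limma voom 0 genes passed (1359 at an unadjusted p under 0.05, smallest q = 0.0473), and with litter as the block 0 passed (907 genes, smallest q = 0.304). Within a flowcell the Mann-Whitney test called 212 genes in the first and 24 in the second, and the 2 called in both had opposite directions. Of the genes called in the first flowcell, 63.7% had the same direction in the second without its mixed lane, and 35 of 96 splits of whole lanes within the flowcells gave as high a share. Of the 490 genes, 486 had the same direction in both flowcells, as did the 18 tested genes of Figure 3B, but they were chosen on the embryos of both. Without the mixed lane the share was 90.7% of 462 genes, and 75 of 94 splits of whole lanes, the real one included, gave at least as high a share for the genes they called. After *Angptl4* the smallest p were those of *Acaca* (4.47e-12), *Zkscan5* (6.75e-12), *Gpx3* and *Vdac1* (3.56e-11). Of the 20 genes shown in Figure 3B, 18 entered the test and all 18 were called. The others, *Dapk2* and *Suv39h1*, lay outside it at 3.43 RPM and on the X chromosome, with p = 2.38e-10 and 2.30e-10 by the same test.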

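*Angptl4*, on the minus strand of chromosome 17 of mm9 from 33910695 to 33918520, averaged 89.7 ± 28.0 RPM in embryos of B6 mothers (SD, n = 89) and 58.9 ± 11.8 RPM in embryos of F1 mothers (SD, n = 65), which is 52.2% higher with a B6 mother. By the embryo's own genotype it averaged 86.6 ± 30.3 RPM (n = 45) in B6/B6 and 92.9 ± 25.3 RPM (n = 44) in B6/Cast embryos of B6 mothers, and 59.0 ± 11.5 RPM (n = 41) and 58.8 ± 12.7 RPM (n = 24) in those of F1 mothers. Per lane, means ranged from 46.9 to 125 RPM over the 8 lanes of B6 mothers and from 55.2 to 72.0 RPM over the 5 of F1 mothers.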

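*Polm*, on chromosome 11 of mm9 from 5727863 to 5738019, had the largest fold among the genes called by the Mann-Whitney test. It averaged 3.34 ± 4.71 RPM with a B6 mother (SD, n = 89) and 11.8 ± 9.62 RPM with an F1 mother (SD, n = 65), a 3.52-fold difference with p = 1.22e-10. Resampling embryos gave a 95% interval of 2.52 to 5.08 for the fold, and resampling lane means 1.37 to 10.0. In the first flowcell the means were 4.84 ± 7.19 and 14.8 ± 9.93 RPM, and in the second 2.58 ± 2.46 and 5.00 ± 3.68 RPM. Over lane means the exact p was 0.0295.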

As for the magnitude of the effect, these maternal effect target genes exhibited up to a 3.5-fold (e.g., *Polm*: 2.5–11-fold at a 95% confidence interval) difference in total expression level depending on genotype of the mother.

**Figure 3.**
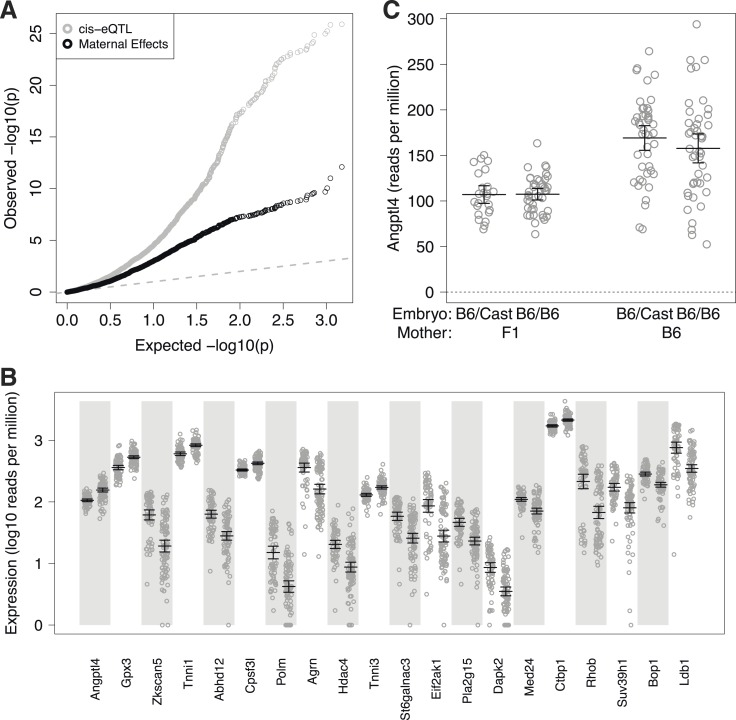
Maternal effect target genes. (**A**) Quantile–quantile (qq) plot for maternal effect target genes (black circles), compared to cis-expression quantitative trait loci (eQTL) (gray circles). (**B**) Expression by embryo for the top 20 maternal effect target genes, separated by maternal genotype. For each gene, samples are grouped by F1 mother (left) and B6 mother (right). (**C**) Total expression for *Angptl4* for embryos grouped by embryonic genotype and maternal genotype. Error bars indicate mean and 95% confidence intervals. **DOI:** http://dx.doi.org/10.7554/eLife.05538.008

We were able to exclude a number of alternative mechanisms to explain these maternal effects. All F1s used for the backcross were derived from B6 female by Cast male matings, and therefore all N2 embryos carry the B6 mitochondrial genome, ruling out a confounding mitochondrial effect. The maternal effects were unchanged when considering sex, X chromosome genotype, litter, and developmental stage. Furthermore, for the vast majority of genes with SNP coverage, we were able to verify that maternal effect target genes were not imprinted or the result of contamination by maternally expressed transcripts. 

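Of the 154 embryos, 38 females and 51 males had B6 mothers and 29 females and 36 males had F1 mothers (Fisher's exact test, p = 0.870). Among females alone 1 gene passed the Bonferroni threshold for the mother's genotype and among males 45, with 0 called in both. All 490 genes had the same direction in females and males, but they were chosen on both sexes together, and the genes called by each of 97 splits of whole lanes, the real one included, did so too. By litter means all 490 genes, which were chosen on the same embryos, kept their direction and 422 had an unadjusted p under 0.05, but none passed a q of 0.05. With somite number regressed out of the ranks 646 genes were called, 466 of the 490 among them. Among the embryos with 46 to 51 somites (54 with B6 and 44 with F1 mothers) 349 genes were called, 323 of them shared.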

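Of the maternal effect genes, 3 were among the imprinted genes called in the F1 embryos, of which 39 could be tested for a maternal effect. These were *Cdkn1c*, *Klhdc10* and *Agrn*, the last of which did not pass the quasi-binomial test for imprinting. At autosomal genes where an embryo was B6/B6, Cast votes, which RNA from an F1 mother would bring, made up 0.200% ± 0.12 of the votes with a B6 mother (SD, n = 89) and 0.233% ± 0.162 with an F1 mother (SD, n = 65; two-sided permutation test, p = 0.156). Over the maternal effect genes alone the shares were 0.175% ± 0.147 and 0.218% ± 0.209 (p = 0.146). RNA from a B6 mother brings no Cast votes, and it would raise the BAF of heterozygous embryos. Over 64 of the genes higher with a B6 mother, that BAF was 0.674 percentage points higher with B6 than with F1 mothers (95% bootstrap interval over litters 0.114 to 1.28), where RNA of the mother as the whole cause would need 13.5. The median embryo had 216510 votes behind the share over all autosomal genes and 13516 behind that over the maternal effect genes.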

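For each of the 490 maternal effect genes, the variance in ranks explained by the mother's genotype was compared with that explained by an F1 mother together with heterozygosity of the embryo at an imprinted gene. The mother's genotype alone gave a median R squared of 0.187. For 489 genes none of the 47 imprinted genes gave more, and for 1, *B3galt6*, the largest gain was 0.00794. The 490 genes were chosen on the same embryos for their difference by the mother's genotype, which favours that predictor. Only a Cast allele from an F1 mother was compared, and 1 from an F1 father was not. For the 28 imprinted genes with the paternal allele higher, the comparison therefore says little.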

We found that maternal genotype by itself was a better predictor of the maternal effects than maternal genotype in conjunction with embryonic genotype at any of the imprinted loci, indicating that the maternal effects were not the result of trans effects downstream of imprinted genes. To exclude the possibility of a batch effect in our 3SEQ data, we used quantitative RT-PCR (qPCR) to confirm 4 genes as maternal effect target genes.

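The qPCR measurements were not analysed here, and lanes were examined in the 3SEQ data. A split of whole lanes that ignores the mother's genotype called a median of 119 genes by the Mann-Whitney test, and 29 of 100 such splits, the real one included, called as many as the 462 that the real split gave without the mixed lane. Splitting the 8 lanes of B6 mothers into 4 and 4, which compares embryos with the same kind of mother, called a median of 67 genes over the 35 possible splits, with a range of 1 to 4549, and 9 splits passed 490. The 10 splits of the 5 lanes of F1 mothers called a median of 243.5 genes, and 2 of them passed 490. Of the 18 genes of Figure 3B in the test, 14 had an exact p under 0.05 over lane means and 1, *Angptl4*, had a q under 0.05 with lane as a random block. From the comparisons above and its qPCR, the paper states that it could exclude these alternative mechanisms.

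**Figure D1:**
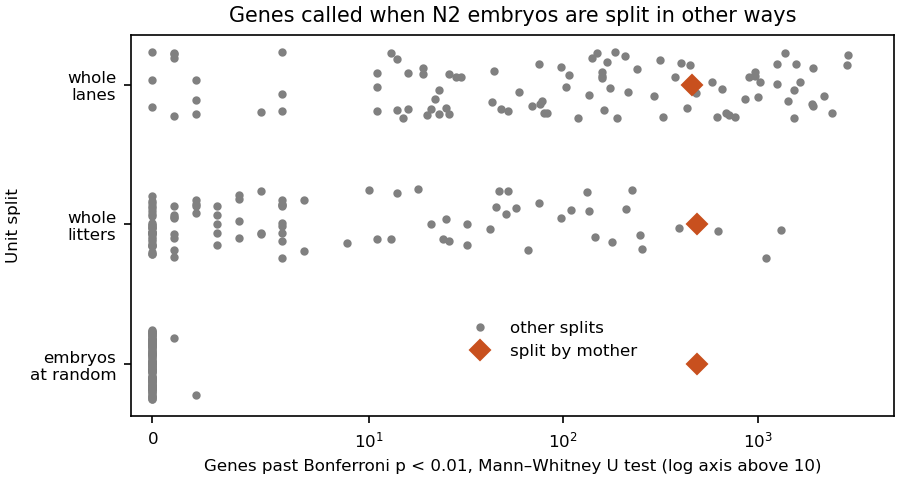
Number of genes called by the Mann-Whitney test (log axis above 10) when embryos, litters or lanes are divided at random into groups of the real sizes, with the real division marked. Random divisions of embryos gave at most 2 genes, those of litters up to 1324 and those of lanes up to 2902.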

The most significant of the maternal effect target genes, *Angptl4* (Figure 3C; p = 8 × 10^−13^ by 3SEQ, p = 1 × 10^−11^ by qPCR), functions in lipid metabolism and energy homeostasis, suggestive of a role in responding to the placental nutrient supply (Yoshida et al., 2002). Similarly, *Gpx3* (Figure 3B; p = 5 × 10^−12^ by 3SEQ, p = 6.6 × 10^−4^ by qPCR), a glutathione peroxidase, is an antioxidant enzyme that acts in fat and glucose metabolism and has been associated with obesity and type 2 diabetes in mouse and human (Lee et al., 2008; Chung et al., 2009). Both of these genes are transcriptionally regulated by the peroxisome proliferator-activated receptor PPARγ.

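*Angptl4* had the smallest p of the genes tested, 1.53e-12 two-sided and 7.67e-13 one-sided (Mann-Whitney U test). The p was 3.43e-10 in the first flowcell, where the means were 92.4 ± 15.1 RPM (SD, n = 30) with B6 mothers and 60.6 ± 12.4 RPM (n = 45) with F1 mothers. In the second it was 2.67e-05, with 88.3 ± 32.6 RPM (n = 59) and 55.1 ± 9.72 RPM (n = 20). The litter means were 84.6 ± 25.8 RPM (n = 17) and 61.7 ± 9.20 RPM (n = 12; exact permutation p = 0.00594), and the lane means gave an exact permutation p = 0.0451. With lane as a random block the log2 fold change was 0.71 (standard error 0.15, q = 0.0473 from limma voom), and with litter as the block 0.45 (standard error 0.14, q = 0.304).

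**Figure D2:**
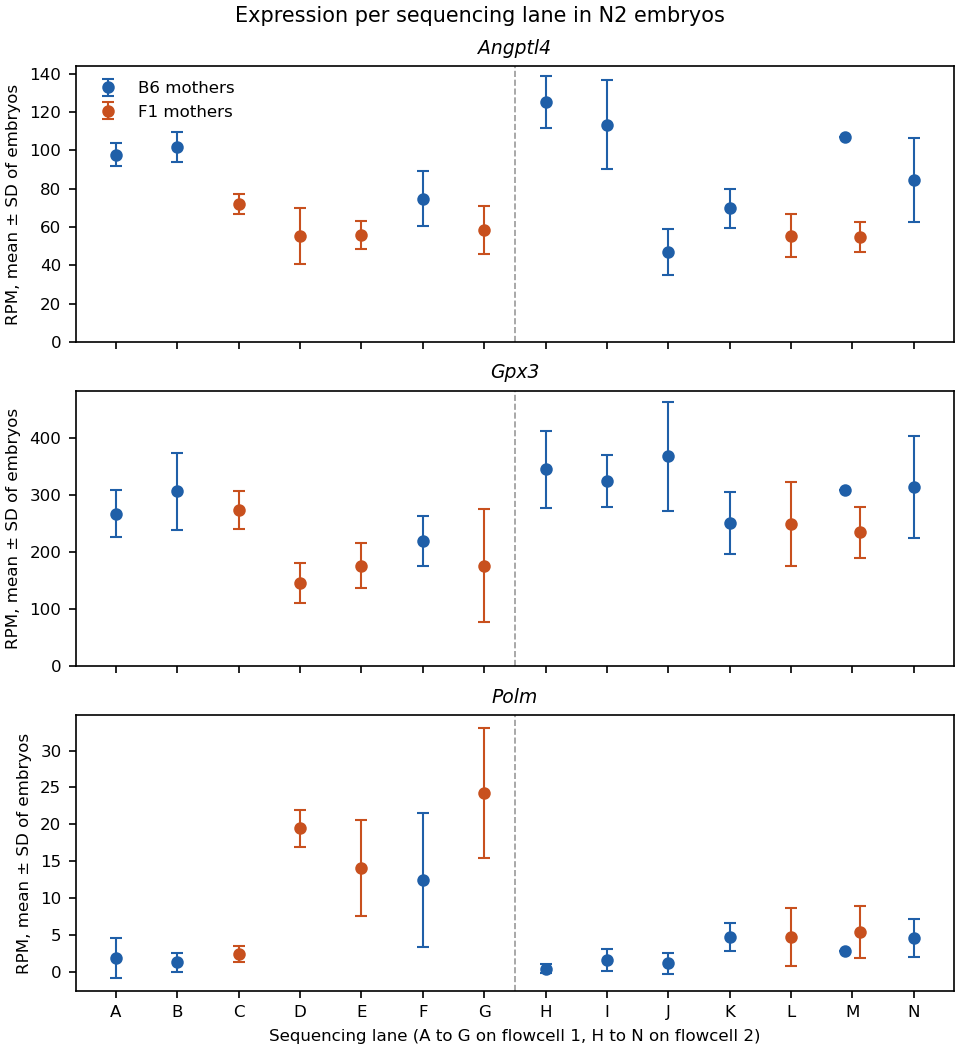
Mean RPM per lane of *Angptl4*, *Gpx3* and *Polm* with the SD over the lane's embryos, with lanes in order along both flowcells and coloured by the mother's genotype. The lanes of the same mother differ among themselves, as for *Polm*, whose lane means run from 0.461 to 12.5 RPM with B6 mothers.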

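*Gpx3*, on chromosome 11 from 54715955 to 54723879, averaged 301 ± 77.9 RPM with a B6 mother (SD, n = 89) and 210 ± 74.4 RPM with an F1 mother (SD, n = 65), with p = 9.41e-12 two-sided and 4.70e-12 one-sided (Mann-Whitney U test). It ranked 4 by p. In the flowcells p was 1.72e-05 and 4.37e-05, and the exact permutation p was 1.62e-04 over litter means and 0.0186 over lane means. With lane as a random block its q was 0.242.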

To examine how genetic variation carried by the embryo itself affects gene expression phenotype, we performed eQTL analyses by correlating expression levels of each measurably expressed gene (‘target’) with N2 embryo genotypes (either B6/Cast or B6/B6) at each recombination-defined locus (‘controlling locus’). 

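The expression of the 9733 autosomal genes with at least 5 RPM, as log2 of RPM + 1, was adjusted by regressing out sequencing lane, sex, somite number and the first 15 principal components of the residuals, which stand in for the hidden factors of PEER. Each gene was compared between heterozygous and homozygous embryos at every marker region by a rank-sum test. The best region per gene and chromosome was kept, and q came from 10 permutations of embryos over genotypes. The paper's filter on genes with repetitive reads could not be applied, because its inputs are not in the tables.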

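Joining adjacent autosomal genes with identical genotype codes in all 154 embryos gave 2426 marker regions. These were the regions used for the eQTL.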

Genotyping and recombination analysis based on the expressed SNPs (Figure 4A) divided the autosomes into 986 marker region blocks, each separated by one or more recombination events that define candidate controlling loci. We tested every controlling locus for correlation with gene expression of every gene. 

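At a q under 0.01, 1752 eQTL were called. The adjustment of expression moved the total most, with 1051 eQTL when no principal components were regressed out and 603 with RPM and no covariates.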

At a genome-wide significance level of q < 0.01, we identified a total of 1034 eQTL.

**Figure 4.**
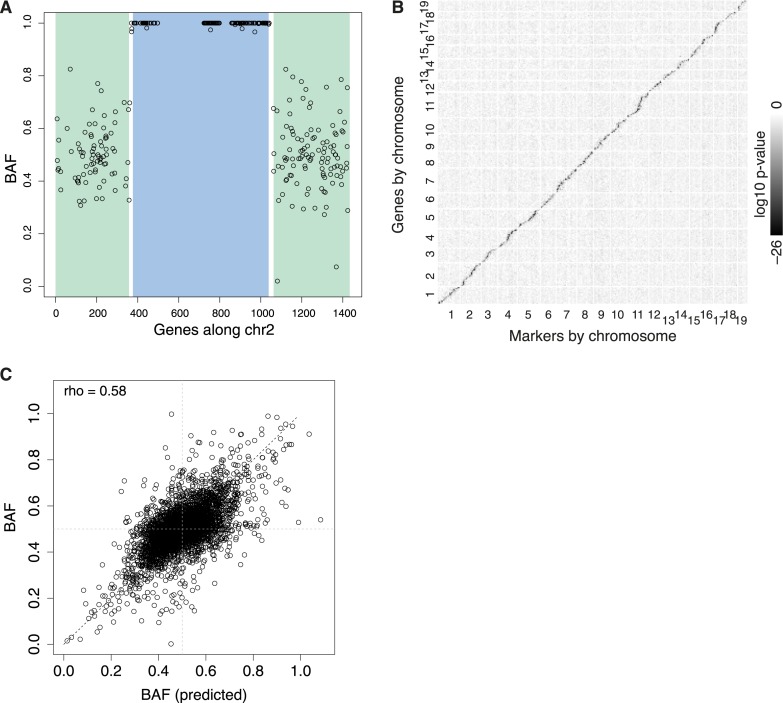
eQTL. (**A**) Example N2 embryo data used to call recombination events for chromosome 2. Each point represents BAF for a single gene. The HMM calls green regions as heterozygous, blue regions as homozygous, with two recombination events occurring in the short intervening white regions. Only genes with sufficient read coverage of single nucleotide polymorphisms (SNPs) are shown as points; genes with under 20 SNP reads are still genotyped, based on neighboring genes. (**B**) Overview of all eQTL, arranged by genomic position, shaded by log10 p-value. cis-eQTL, along the diagonal, show the only appreciable signal. (**C**) Predicted BAF from transformed expression levels in heterozygotes and homozygotes (x-axis) correlate with BAF measured by ASE (y-axis). **DOI:** http://dx.doi.org/10.7554/eLife.05538.009

**Figure 4—figure supplement 1.**
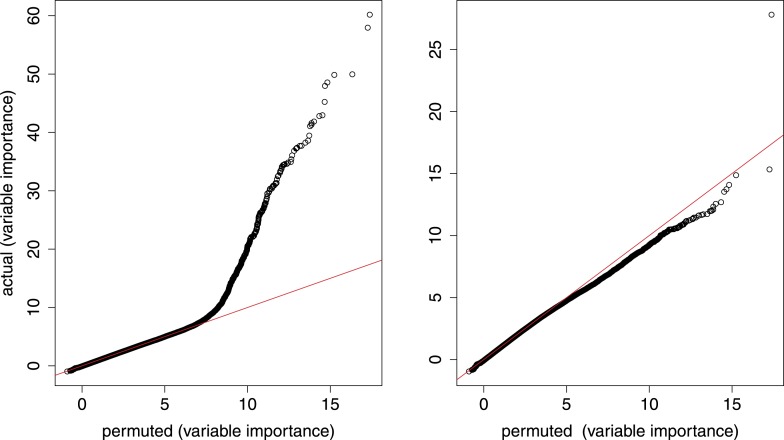
Random forest analysis. qq plots from random forest model that simultaneously considers age (number of somites) and genotype. Left, all gene–marker pairs; right, gene–marker pairs only in trans. **DOI:** http://dx.doi.org/10.7554/eLife.05538.010

1017 of these eQTL (98%) mapped close to the target gene (Figure 4B), suggesting cis-regulation as the underlying mechanism. 

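Of the eQTL called, 1723 lay on the chromosome of their target gene (98.3%), 921 with higher and 802 with lower expression in heterozygotes. For 1704 of these genes with coordinates in the mm9 annotation, the median distance between gene and best region was 0.63 Mb, and 91.3% lay within 10 Mb. The gene's own region was the best one for 590. Of the 1432 cis-eQTL genes also tested for ASE, 836 had ASE.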

A gene's difference in expression between heterozygotes and homozygotes could accurately predict its allelic ratio as assayed by ASE (Figure 4C). This high correlation (rho = 0.58, n = 4821; rho = 0.70 when considering only the n = 1000 genes with the highest allele-specific read coverage) provides a systematic validation of the large effect of embryonic cis-regulatory polymorphisms on expression phenotype. 

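The smallest p of a cis-eQTL was that of *Gstz1*, on chromosome 12 of mm9 from 88488668 to 88505673, with 40.9 ± 12.6 RPM in homozygous (SD, n = 75) and 126 ± 24.9 RPM in heterozygous embryos (n = 79). Its predicted BAF was 0.162, against a measured BAF of 0.210. For *Retsat* the prediction was 0.104 and the measured BAF 0.112, for *Mzt2* 0.198 and 0.173, for *Tbcb* 0.767 and 0.840, and for *Rogdi* 0.267 and 0.405. Among ASE genes, 87.7% had predicted and measured BAF on the same side of equal expression.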

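Across 7282 genes, BAF predicted from the mean RPM of homozygous and heterozygous embryos had a Spearman's rho of 0.505 with the measured BAF. Over the 1000 genes with the most votes rho was 0.702, the largest move of the alternatives tried. With covariate-adjusted expression it was 0.641. Among the 1531 ASE genes it was 0.760 and among the other 5751 genes 0.331. Genes are not independent replicates, and no p is given.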

Note that our study has sufficient power to identify substantial numbers of eQTL when performing this all–loci–by–all–genes analysis. 

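Testing each gene against its own marker region alone gave 2839 genes at a Benjamini-Hochberg q under 0.01.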

If, instead, we were focused specifically on only studying cis-regulation, we could have increased our power to identify cis-eQTL by only comparing genes to their nearby loci, thereby reducing the number of statistical tests being performed.

In contrast to the large number of cis-eQTL, we found few trans-eQTL regardless of FDR cutoff (Figure 5A). 

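At a q under 0.01, 29 pairs of gene and region on different chromosomes were called, and at a q under 0.001 there were 11 beside 1421 cis-eQTL. At a q under 0.05 the numbers were 144 and 2081, and at a q under 0.1 they were 293 and 2263.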

After the top 3 (each comprising a controlling locus–target gene pair, e.g., Figure 5B), significance drops off rapidly compared to background, unlike for the cis-eQTL (Figure 5C). 

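The largest absolute z of a trans pair was 10.1, that of *Gm1943* on chromosome 8 with a region on chromosome 15, followed by 8.07 for *Mir703* on chromosome 5 with a region on chromosome 9. *Pop1* came next. After it stood *Wdr65* on chromosome 4, with a region on chromosome 1 (z = -6.0), and then *Camp*, with 5.43. The first 3 pairs passed in all 6 other settings of adjustment and test, and *Wdr65* in 5.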

To explore this lack of trans effects further, we reasoned that a set of genes with a high prior probability of having downstream effects might be enriched for trans-controlling loci. Our cis-eQTL/ASE loci comprise a large set of such candidates because differences in expression levels of a gene product may propagate to downstream targets (Yvert et al., 2003). However, we found that neither strong cis-eQTL nor ASE loci are enriched for trans-eQTL. 

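Marker regions holding a gene of the stronger part of the ASE genes (544 regions) had 5.07 ± 5.07 trans targets at p under 0.005 (SD over regions), and the other 1882 regions 3.09 ± 3.93. The difference of 1.99 lay within the range of 1.61 to 2.36 over 100 permutations of embryos over genotypes (p = 0.960). The regions with ASE also held more genes, with a median of 10 against 3.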

Finally, application of a random forest model (Michaelson et al., 2010; Francesconi and Lehner, 2014) that simultaneously considers developmental progression (number of somites) and genotype also did not enrich for trans-eQTL (Figure 4—figure supplement 1). We estimate that the number of comparable trans-eQTL is about 1% that of cis-eQTL.

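Trans-eQTL numbered 1.68% of cis-eQTL at a q under 0.01, and 0.774% at a q under 0.001.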

**Figure 5.**
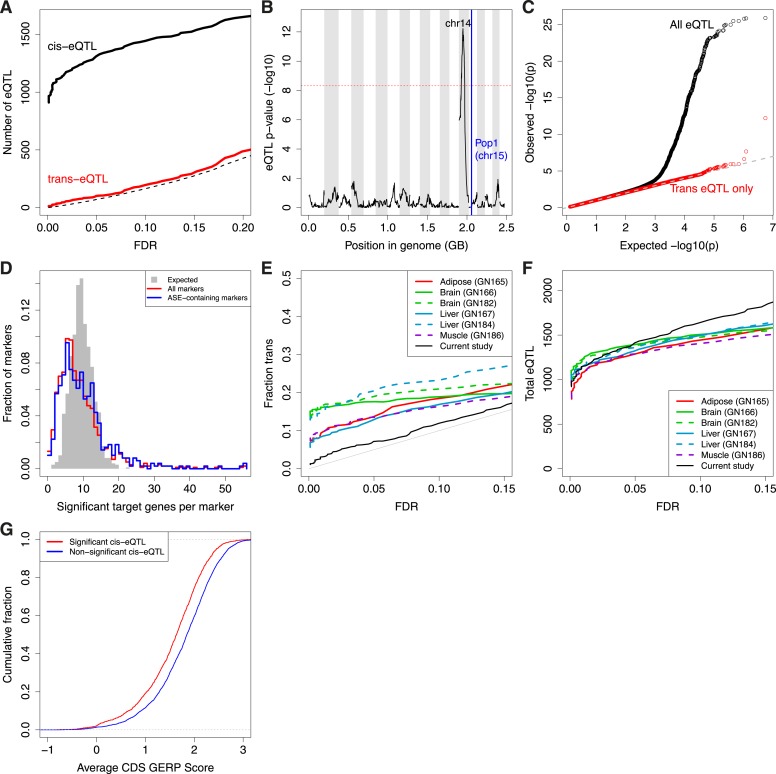
Trans-eQTL. (**A**) Number of cis-eQTL (black) and trans-eQTL (red) as a function of FDR. Dashed line indicates number of false positive eQTL expected. (**B**) eQTL for *Pop1*, the most significant trans-eQTL target (vertical blue line). Candidate controlling loci are shown across the x-axis in genome order; only the peak on Chr14 is significant. Chromosomes are shaded in alternating background colors. (**C**) qq plot for all gene–marker pairs (black) and gene–marker pairs only in trans (red). Gray straight lines are y = x, x axis is expected p-values based on permutations. (**D**) Trans-eQTL hotspots, shown as the distribution of significant target genes per marker region (p < 0.005) across all marker regions (red) or only marker regions containing the top 50% of ASE genes (blue). Gray shows the expected distribution if there were no hotspots. (**E** and **F**) Comparison of our study with that of eQTL in adult tissues as a function of FDR. (**E**), Trans-eQTL as a proportion of total eQTL. (**F**), total number of eQTL. GeneNetwork sample ID indicated in parentheses. (**G**) Evolutionary constraint (GERP score) in coding regions (CDS) for the most significant (red; n = 1347) and non-significant (blue; n = 3726) cis-eQTL genes. **DOI:** http://dx.doi.org/10.7554/eLife.05538.011

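*Pop1*, on chromosome 15 of mm9 from 34425059 to 34460403, was lower in embryos heterozygous for a region of chromosome 14 that runs from *Rpph1* to *Mettl3* (51427621 to 52924803). It averaged 22.9 ± 7.18 RPM in homozygous (SD, n = 68) and 15.4 ± 4.86 RPM in heterozygous embryos (n = 86), with z = -6.95 and p = 3.57e-12 from the rank-sum test. On the other autosomes the largest absolute z was 3.03, on chromosome 1 (q = 0.594).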

Because a trans-regulatory effect is potentially distributed over several target loci, we asked whether there was evidence for ‘hotspots’, or controlling loci whose genotypes correlate with small expression differences at numerous target genes (Brem et al., 2002; Schadt et al., 2003). 

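The number of trans targets per region at p under 0.005 had a variance-to-mean ratio of 5.22. When the embryos were permuted over the genotypes with all genes together, which keeps the correlation between genes, 57 of 100 permutations gave a ratio as high, with a median of 5.30. With embryos permuted separately for each gene, 0 of 100 did, and the median was 3.47. The region with the most targets, 33, lies on chromosome 2 between *Rcn1* and *Dnajc24*, and the permutations of all genes together had a median of 42 for their highest region. At p under 0.0005 the ratio was 2.17, and 4 of 100 permutations of all genes together gave a ratio as high (median 1.70).

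**Figure D3:**
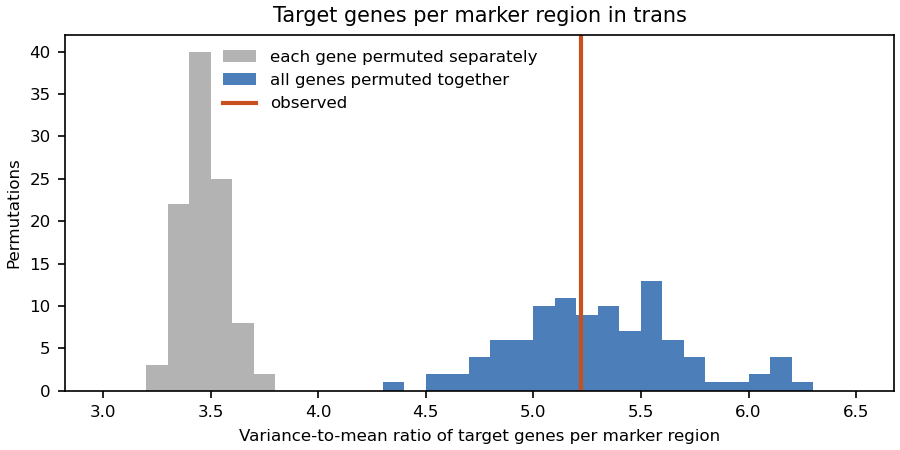
Variance-to-mean ratio of trans targets per marker region in 100 permutations of embryos over genotypes, with all genes permuted together or each gene separately, and the observed ratio as a line. At p under 0.005 the observed ratio lies inside the first distribution and above the whole of the second.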

Permutation tests revealed a significant signal (p < 10^−24^ KS test, Figure 5D) in support of hotspots, but no specific candidates. 

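With every ASE gene counted and not only the stronger ones, 800 marker regions had on average 5.16 ± 5.01 trans targets (SD over regions) and the other 1626 had 2.73 ± 3.64. The difference of 2.43 had a permutation p of 0.564.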

Reinforcing the above result that ASE genes do not act as trans-controlling loci, strong ASE genes were not substantially more likely to act as hotspots than weaker ASE genes (Figure 5D; p = 0.20, KS test). Therefore, at this stage of embryogenesis, we found no evidence for downstream propagation of genetically controlled expression level differences.

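Of the 29 trans targets, 6 also had a cis-eQTL. A q of 0.01 over all eQTL called allows 17.5 false pairs. From the few trans-eQTL, the lack of single hotspots and the ASE regions, the paper concludes that no downstream propagation was in evidence at this stage.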

We hypothesized that the paucity of trans-eQTL was due to increased evolutionary constraint of regulatory networks during embryonic development. Since trans-eQTL have previously been found to have weaker effects than cis-eQTL (Montgomery and Dermitzakis, 2011), an alternative hypothesis is that we were simply underpowered to find trans-eQTL. To distinguish these possibilities, we obtained genotype and expression data from previously published eQTL studies performed in adult mouse tissues (Wang et al., 2006; Yang et al., 2006; Chen et al., 2008). After sampling individuals to match the same number of total eQTL found at an FDR of 0.05, we found that all previously published studies conducted in adult tissues showed a substantially higher proportion of trans-eQTL than did our embryos (Figure 5E,F). This result was robust to varying the sample size from the previously published data, to whether p-values or FDR was used to assess significance, and to varying the thresholds for comparing proportions of trans-eQTL across the ranked eQTL. Based on this result and our high power to detect cis-eQTL even at low FDR, we conclude that embryonic trans-eQTL are subject to elevated selective constraint compared to adult tissues.

If cis-regulatory divergence in embryos is strongly buffered and does not lead to downstream trans-regulatory effects, why does embryogenesis tolerate such a large number of cis-effects in the first place? We hypothesized that divergent cis-regulation between strains occurs preferentially in genes with lower evolutionary constraint. In support of this hypothesis, ASE genes were significantly depleted of GO categories related to organ development (p = 6 × 10^−5^, q = 0.05), as well as gene regulation (p = 1 × 10^−4^, q = 0.07), and transcription factors (p = 3 × 10^−5^, q = 0.03), demonstrating constraints on variation in core regulatory genes. Furthermore, we found that evolutionary constraint at the DNA sequence level (Cooper et al., 2005; Davydov et al., 2010) was lowest in the most significant cis-eQTL (Figure 5G; rho = −0.14, p = 6 × 10^−13^; n = 2788). Similarly, ASE magnitude of effect correlated negatively with evolutionary constraint (rho = −0.10, p = 9 × 10^−8^, n = 2612), whereas cis-eQTL in adult mouse tissues showed no correlation (|rho| < 0.05). Thus, the strong enrichment for cis-eQTL/ASE in less conserved genes is unique to embryos.

## Discussion

We have performed the first, to our knowledge, comprehensive global analysis of the effects of genetic variation on mammalian gene expression during embryogenesis. Our experimental design allowed us to simultaneously assay the effects of genetic variation on imprinting, maternal effects, cis-regulation, and trans-regulation. Supporting the high quality of our data and analytical methods, we found good agreement between related measurements of cis-regulatory variation when comparing ASE in F1 embryos (sequenced at high coverage) with ASE in N2 embryos (sequencing many individuals), and when comparing ASE with cis-eQTL.

Our two mouse strains exhibit SNPs at 17.7 million sites, about sixfold more than the heterozygosity in African humans (1000 Genomes Project Consortium, 2012). The vast majority of these polymorphisms have accumulated as a result of genetic drift (Kimura, 1983) over the time since the present-day European and Southeast Asian *M. musculus* populations were separated from their common ancestral population. Of the small subset of polymorphisms that affect molecular function, some may produce an advantageous phenotype subject to positive selection, some are deleterious to organismal fitness and are therefore subject to purifying selection, and yet others are selectively neutral (subject to drift). Missense polymorphisms are severely underrepresented genome-wide and exhibit lower derived allele frequencies relative to other genomic sites (1000 Genomes Project Consortium, 2012), reflecting the global predominance of purifying selection. This signal of purifying selection is weaker but still substantial for noncoding gene regulatory sites (ENCODE Project Consortium, 2007).

Given these known dynamics, our study sheds light on the microevolution of gene regulation. Gene expression divergence of the type we quantified in this work occurs as a result of polymorphisms in regulatory regions or in expressed regulatory gene products. The former manifests as cis-effects, the latter as trans-effects. Because we focused on embryonic gene expression, two competing hypotheses as to what patterns we might find were plausible. Under the first hypothesis, the substantial DNA sequence divergence between mouse strains would be reflected in many expression differences. The alternative hypothesis is that few expression changes would be detected between strains. This hypothesis is suggested by the developmental hourglass model (Domazet-Lošo and Tautz, 2010; Kalinka et al., 2010), which posits that gene expression patterns are most highly conserved in the middle of embryonic development (the so-called ‘phylotypic stage’).

In support of the first hypothesis, we found substantial numbers of significant eQTL, demonstrating that a sizeable subset of all segregating polymorphisms causes expression changes. However, we found that nearly all acted in cis, rather than trans. This depletion of trans-regulatory variation is substantially stronger than that observed across several adult mouse tissues. In contrast to adult tissues, eQTL acting in our embryos were correlated with lower DNA sequence conservation, supporting the conclusion that evolutionary constraint on gene expression regulation is markedly stronger during mammalian embryogenesis than in the adult. In addition, the identified cis-expression changes do not themselves cause detectable trans-effects. These findings support the idea of the developmental hourglass model (Domazet-Lošo and Tautz, 2010; Kalinka et al., 2010) while suggesting that substantial neutral divergence of molecular phenotype (gene expression) can accumulate in the form of cis-regulatory variation even under strong evolutionary constraint at the organismal (embryonic) level.

Previous studies have shown enrichment for trans-regulation when using an eQTL model that considers both genotype and stage during *C. elegans* larval development. Perhaps because of the nearness of our embryos to the mouse phylotypic stage, or because of fundamental differences between mice and worms, we found that incorporating developmental timing (i.e., somite number) into our eQTL model did not alter the balance between cis- and trans-regulation. Somite number was, however, correlated with significant changes in ASE, indicating differential developmental timing of gene expression between the Cast and B6 strains. In particular, we found that alleles of several hemoglobin-related genes, including the adult beta globins and transferrin, were expressed at differing levels between the strains at early stages of the fetal-to-adult hemoglobin transition, but then equalize by the end of our developmental time course. These results demonstrate our ability to identify subtle tissue-specific expression differences between strains, despite sequencing from whole embryos containing a mix of tissues.

It is formally possible that some of the significant eQTL identified here act in trans, even though their target genes are located in genomic proximity. However, the good agreement between eQTL and ASE suggests that the majority of our local eQTL are indeed cis-eQTL. Furthermore, because there is no reason to believe that the proportion of locally-situated but trans-acting eQTL is higher in embryos than in adults, it does not materially alter our conclusions if a small number of our local eQTL do act in trans.

Because of the large number of embryos collected and individually sequenced for our study, we were able to accurately quantify ASE mean and standard deviation for thousands of genes. When stratifying embryos by side of cross, we found that nearly all imprinted genes showed very strong allelic bias, meaning that the epigenetically silenced allele is expressed at only low levels across the embryo. Consistent with previous studies that found few genes exhibiting tissue-specific imprinting [apart from those found in the extra-embryonic tissues; reviewed in Prickett and Oakey (2012)], we observed no weak allelic bias that might result from averaging effects across tissues.

In addition to the clear signature of parent-of-origin-dependent allelic expression, we also found strong maternal effects on total gene expression levels for hundreds of genes. Whereas most previous studies have employed F1 intercrosses in which parental genotypes are indistinguishable, we used a backcross design, enabling us to track the potentially important sources of genetic variance contributed by the parents. The observed maternal effects are restricted to pre-natal influences and separate from imprinting and mitochondrial effects.

Our results demonstrate that the genotype of the mother plays an important role in regulating gene expression, not just after birth, as has been previously suggested, but also during embryogenesis, affecting the expression of hundreds of genes (Bult and Lynch, 1997; Weaver et al., 2004; Wolf et al., 2011). The implications of this finding are significant for human genetic twin, familial, and genome-wide association studies. What is usually thought of as familial environment [e.g., Grundberg et al. (2012)] may have a substantial heritable genetic component exerting an effect not on the generation carrying it but on the offspring.

Parental genetic influences on offspring phenotype have been implicated in growth regulation and adult-onset obesity- and diabetes-related diseases but the gene targets of such effects have not been identified (Jarvis et al., 2005). While we cannot rule out an epigenetic or RNA-mediated mechanism underlying this regulation, it is more likely acting through the placenta's role of transmitting nutrients, hormones or other factors to the embryo. This hypothesis is supported by the known functions of the most significant target gene, *Angptl4*, which responds to lipid metabolism and energy homeostasis, and participates in angiogenesis (Koster et al., 2005; Scott et al., 2012). We hypothesize that these maternal effect target genes continue to be expressed differently depending on maternal genotype, and may be at least partly responsible for the previously observed effect of maternal genotype on pre-natal growth (Cowley et al., 1989; Wolf et al., 2011).

In summary, using our hybrid ASE/eQTL approach we were able to assay all four types of genetic variation in gene expression regulation. We found that cis-regulatory variation caused the largest divergence in overall gene expression in mouse embryos, affecting over 1000 genes with up to sevenfold differences in expression levels between the strains. These cis-regulatory variants did not translate into trans-regulatory divergence, and we identified only ∼10 trans-eQTL genomewide. Imprinting affected the allelic balance of dozens of genes, generally resulting in complete or nearly complete silencing of the inactive allele. Finally, we identified over 300 maternal effect target genes. The number of maternal effect targets, and their overall significance, are only slightly more modest than cis-regulatory effects, but nonetheless substantial, with approximately 1/3 as many genes involved, and maximal effect size of up to 3.5-fold difference or approximately 1/2 as large. Given this context, it is clear that maternal effects can play a substantial genetic role in determining embryonic gene expression patterns. We speculate that maternal effects contribute to evolutionary divergence, allowing expression heterogeneity in the embryo to build as a result of differences in the adult mother, where gene regulatory networks show less evolutionary constraint than in the developing embryo.

## Materials and methods

### Mouse strains and crosses

6-week old mice were purchased from The Jackson Laboratory. All ‘Materials and methods’ were carried out in accordance with the Administrative Panel on Laboratory Animal Care protocol and the institutional guidelines set by the Veterinary Service Center at Stanford University.

The inbred strain C57BL/6J and wild-derived inbred strain CAST/EiJ were used in reciprocal crosses (Figure 1). C57BL/6J females were crossed with CAST/EiJ males to generate (B6 × Cast)F1 hybrid embryos (n = 8), and CAST/EiJ females were crossed with C57BL/6J males to generate (Cast × B6)F1 hybrid embryos (n = 8). (B6 × Cast)F1 progeny were backcrossed to C57BL/6J in reciprocal crosses to generate 154 N2 embryos (F1 × B6 = 65 and B6 × F1 = 89). Individual embryos from 2 litters from each side of the F1 cross (2 B6 × Cast and 2 Cast × B6), and 12 F1 × B6 litters and 18 B6 × F1 litters from the N2 cross were analyzed.

For all crosses, following identification of a vaginal plug on the morning after mating (E0.5), males were removed; pregnant females were housed separately.

Whole embryos were harvested at E11.5 and dissected to remove all embryonic membrane and placental material. Somite numbers were recorded for each embryo at the time of dissection.

### Library preparation and sequencing

To isolate total RNA, individual embryos were homogenized in Trizol reagent (GibcoBRL/Invitrogen, Grand Island, NY) and RNA was extracted per manufacturer's directions. Poly(A)^+^ RNA was isolated using the Qiagen Oligotex Mini kit and 3SEQ libraries were constructed as described (Beck et al., 2010). For the N2 embryos, oligo(dT) and PCR primers were barcoded with Illumina multiplexing sequences. F1 data were produced in several sequencing batches, first on an Illumina GAIIx sequencer producing 76 bp or 80 bp reads, then on an Illumina HiSeq 2000 sequencer producing 101 bp reads. N2 data were produced only on the HiSeq 2000. Libraries from 12 individually barcoded N2 samples were pooled in equimolar amounts and sequenced in a single flow-cell lane to produce single-end 101 bp reads.

### Read preprocessing

Prior to read mapping, 3′ poly(A) sequences likely to be derived from the mRNA poly(A) tail were trimmed using a procedure that tolerated some amount of sequencing error: we computed a score s_*i*_ for each position *i* in the read which was equal to the sum of the quality scores of each A after position *i* minus three times the sum of the quality scores of each non-A after position *i*. All bases after the highest-scoring position were trimmed if this would result in trimming at least 3 bases.

The first 18 bases and the last 7 bases of the HiSeq F1 reads were trimmed to make them the same length as the GAIIx reads. This was done to avoid read length being a confounding factor when analyzing ASE in F1. Only poly(A) stretches were trimmed from the N2 data.

### Read alignment and filtering

A *M. m. castaneus* genome was created in silico by applying the high-quality Cast SNPs (Keane et al., 2011) to the reference C57BL/6 genome mm9. For B6, we used the mm9 genome. For each of these two reference genomes, a transcriptome was computed using RefSeq annotations, including spliced transcripts of all genes separated by 200 nucleotides, and each spliced transcriptome was added to its reference genome sequence. Bowtie2 (Langmead and Salzberg, 2012) was used to map all reads to the composite genomes (Cast or B6 including spliced transcripts) with settings ‘-k 200 –score-min L,0,-0.10 –rdg 2,2 –rfg 2,2 –mp 1,1’. These settings recovered up to 200 sub-optimal genomic hits, allowing us to stringently filter reads derived from repetitive regions of the genome as follows: If the difference in edit distance (1 for each mismatch and 2 for each indel) between a read's best alignment and its second-best alignment was within 3, the read was discarded. Reads were also filtered out unless all best alignments in the composite genome corresponded to the same genomic position (e.g., if a read aligned equally well to an intergenic region and to a splice junction in the transcriptome). Each aligned read was then consolidated into a single genomic alignment, including intronic splice gaps.

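In the deposited tables the depth on genes averaged 14.0 ± 3.81 M reads per F1 sequencing run (SD over 16 embryos of 2 runs) and 2.20 ± 0.921 M reads per N2 embryo (SD, n = 154).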

After filtering, each F1 dataset had an average of 15.8 million mapped reads, and each N2 dataset had an average of 1.2 million reads.

### Expression quantification

Gene expression was quantified using only reads mapping to exons. Read counts were typically normalized by the total number of sequenced reads per library, multiplied by 1 × 10^6^, resulting in RPM. For the eQTL analyses, genes were removed if over 5% of the mapped reads were filtered based on the second-best hit criteria above. Genes were also discarded if they matched the retrotransposed genes list compiled by UCSC (Kent et al., 2002). In the F1s, there were 13,574 genes with detectable expression (13,469 across N2s), 7554 of which passed the analysis threshold of 5 RPM (7712 in N2s).

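At least 1 read in any embryo was counted for 18796 genes in the F1 embryos and for 18688 in the N2 embryos. A mean of at least 5 RPM was reached by 9728 genes in F1s. In the N2 embryos 10007 reached it, 9733 of them autosomal.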

We found *Xist* expression followed a bimodal distribution, and used this to identify females (robust *Xist* expression) and males (little or no *Xist* expression). All 5 genes significantly different between males and females, including *Xist* and its antisense transcript *Tsix*, were located on the X or Y chromosomes. 

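The largest gap in *Xist* expression separated 67 females, with at least 12.8 RPM, from 87 males, with at most 4.46 RPM. Besides *Xist*, which defined the groups, 2 of 10006 genes differed by the Mann-Whitney U test at a Bonferroni-adjusted p under 0.01. *Tsix* averaged 87.4 ± 158 RPM in females and 1.04 ± 2.90 RPM in males (SD; p = 7.50e-26), and *Ddx3y* on the Y chromosome 0.0481 ± 0.194 and 57.6 ± 29.7 RPM (p = 4.95e-28). None of the genes called was autosomal. Lowering the minimum to 1 RPM added *Eif2s3y*, *Kdm5d* and *Uty*, also on the Y chromosome.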

At E11.5, embryos are just beginning sexual differentiation, so the small number of sex-specifically expressed genes is unsurprising. Because of the small number of affected genes, as well as the repetitiveness of the sex chromosomes, subsequent analyses were restricted to genes and marker loci on autosomes.

### Genotyping

Genes were assigned a preliminary genotype based on the proportion of B6-supporting reads, either ‘unknown’ if <20 SNP-covering reads were found, or homozygous or heterozygous otherwise. For each chromosome, preliminary genotypes were then fed through a Hidden Markov Model (HMM) that penalized transitions between the heterozygous and homozygous states. The HMM in effect smoothed the genotypes and allowed us to infer genotypes for unknown genes falling between confidently genotyped genes. A post-processing step assigned the ‘unknown’ genotype to genes with low read coverage falling near putative recombination sites, typically affecting only a small number of genes for each chromosome.

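With unknown genotypes not counted as differences between adjacent genes, the deposited genotypes gave 986 marker regions.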

We combined adjacent genes with identical genotypes across all embryos into a total of 986 marker regions across the 19 autosomes. A more aggressive combining, allowing up to 5 recombination events across all N2 embryos, resulted in 286 marker regions. Downstream analyses used the consensus genotype in each embryo, assigning the unknown genotype where the number of homozygous and heterozygous embryos was close to equal.

### GO

GO enrichment analyses were performed with GOrilla (Eden et al., 2009), which enables easy visual inspection of results, and depletion analyses were performed using a hypergeometric test. Only expressed genes (or those with allele-specific read coverage) were considered.

### ASE

To avoid the possibility of small insertions and deletions causing misalignment around SNPs, ASE was quantified using only high quality annotated SNPs that were at least 50 bp from an annotated Cast indel of any quality, based on the published mouse polymorphism resource (Keane et al., 2011). For reads covering multiple SNPs, each SNP received 1/n votes for a given genotype (Cast, B6 or other), to account for the low percentage of SNP positions with sequencing errors. For example, a read covering 3 SNPs, 2 of which match B6 alleles and 1 that matches neither the B6 nor Cast allele, would contribute 0.67 read votes to the B6 expression total. A read covering only a single SNP matching the Cast allele, would contribute a full 1 read vote to the Cast expression.

Because F1 and N2 ASE estimates largely agreed, ASE significance was estimated from the 170 pooled samples. Significance was assessed by subtracting the B6 read votes from the Cast read votes, and then normalizing the differences based on library-size. This was necessary because the F1 samples were sequenced to substantially more depth than the N2 samples.

A paired t-test was then applied to test for significance of these differences against 0. This simple approach takes full advantage of the magnitude of difference between the alleles as well as the variance in allelic expression across the large number of samples sequenced in this study. We found that p-values calculated from the paired t-test correlated well with those derived by resampling, but were somewhat conservative. Hence, our estimates of ASE are likely to be slight underestimates. Additionally, genes were only called significant if their average BAF was less than 0.45 or greater than 0.55.

### Maternal effect target genes

Maternal effect target genes were identified by comparing expression normalized by library size from embryos with B6/B6 mothers to expression values from embryos with B6/Cast F1 mothers. We used a Mann–Whitney U test to calculate the significance of this difference.

Because all F1 mothers used for the N2 backcross were derived from the B6 × Cast side of the cross, all N2 embryos had B6 mitochondria. Maternal effects are similar in significance and direction when restricting analyses to only female embryos with two B6 X chromosomes, or when averaging expression across individuals in each litter. Furthermore, the effects are consistent across somite numbers, even for genes that change expression during development.

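*Angptl4* and the 17 other tested genes of Figure 3B all had a litter-mean p under 0.05. Of all 9733 genes, the smallest p over litter means was 1.27e-04, while the smallest that 17 and 12 litters can give is 3.85e-08.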

### qPCR

To exclude batch effects as a potential cause of maternal effects, we used qPCR to validate candidate maternal effect target genes on an orthogonal platform. 0.5 μg total RNA per sample was reverse-transcribed into cDNA using Oligo(dT)_20_ primer and Superscript III (Invitrogen) in 20 μl reactions, according to the manufacturer's instructions. Following reverse transcription, each sample was treated with RNase H. 48.48 microfluidic dynamic array IFC chips (Fluidigm) were used to analyze the expression of 26 candidate maternal effect target genes and 15 control reference genes in 93 N2 samples. 1 μl of cDNA was pre-amplified using 2× Taqman PreAmp Master Mix (Lifetech) and 50 nM of each primer pair in 5 μl reaction volume, according to the manufacturer's instructions. The cycling program was 10 min at 95°C followed by 10 cycles of 15 s at 95°C and 1 min at 60°C. Following pre-amplification, each reaction was diluted fivefold. RT-qPCR on the dynamic array chips was conducted on the BioMark system (Fluidigm). 5 μl sample pre-mix containing 2.5 μl of SsoFast EvaGreen Supermix with Low ROX (Bio-Rad), 0.25 μl of DNA Binding Dye Sample Loading Reagent (Fluidigm) and 2.25 μl of diluted pre-amplification samples, as well as 5 μl assay mix containing 2.5 μl of Assay Loading Reagent (Fluidigm), 2.25 μl EB Buffer (Qiagen) and 0.25 μl of 100 μM primer pairs (500 nM in the final reaction) were mixed on the chip using the IFC controller MX (Fluidigm). The thermal cycle was 60 s at 95°C followed by 30 cycles of 5 s at 96°C and 20 s at 60°C. A dissociation curve was also drawn for each primer pair.

The following eight control genes were chosen based on high consistency between Fluidigm chips: *Smarcc2*, *Rnf216*, *Nxf1*, *Cnpy3*, *Pmvk*, *Trmt1*, *Fam149b*, *Farp1*. These genes were used to normalize expression of the candidate maternal effect target genes using the standard curve method. Significance of the maternal effect was calculated using the Mann–Whitney U test on the normalized expression values using a Bonferroni-corrected p = 0.05 cutoff. Because of low consistency between Fluidigm chips, we were only able to validate four maternal effect candidate genes.

### eQTL

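Within the 88 embryos of the 8 lanes with B6 mothers only, 95.9% of the autosomal genes tested differed between lanes at a q under 0.01 by an F test on log2 of RPM + 1. The median F was 15.1 for maternal effect genes and 15.6 for the other genes. Lanes also differed in depth, from a median of 577807 reads per embryo in the lowest to 3340940 in the highest.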

Between-sample read count comparisons showed some evidence of batch effects across N2 embryos, primarily at the level of sequencing lane. To control for these batch effects, we used PEER (Stegle et al., 2012) to normalize for both unknown covariates as well as the following known batch effects: embryo sex, sequencing lane, and somite count. For each gene and for each marker region, we performed a Wilcoxon rank-sum test comparing PEER-normalized expression in heterozygous and homozygous embryos. 

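Cis-eQTL numbered 593 and trans-eQTL 10 on library-normalized RPM with no covariates, so that trans-eQTL were 1.69% of cis-eQTL. With known covariates alone there were 1034 and 17 (1.64%), with 5 principal components 1584 and 35 (2.21%), and with 30 components 1421 and 12 (0.844%).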

We found that the total number of significant eQTL was substantially higher using PEER-normalized read counts compared to simple library-normalized read counts, although the fraction of trans-eQTL was not significantly different. 

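The t-test gave 1696 cis-eQTL and 33 trans-eQTL on the same adjusted expression.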

Results were also consistent when replacing the non-parametric ranksum test with the parametric t-test.

To remove the effects of correlated markers, downstream analyses used the most significant marker region on each chromosome for each target gene. To estimate false discovery rates, marker–sample assignments were permuted and eQTL were called using an identical procedure to the unpermuted data. Cis-eQTL were defined as those eQTL for which the marker region resides on the same chromosome as the target gene, and trans-eQTL were thus defined as the eQTL for which the marker region is on a different chromosome as the target gene. While this is a conservative definition of trans-eQTL, we found no evidence of trans-eQTL residing on the same chromosome as the target gene.

### ASE vs eQTL comparison

We estimated expected ASE (BAF_*pred*_) from total expression levels using the following transformation for each gene:

$${\text{BAF}}_{pred}=\frac{{\text{BAF}}_{exp}}{2\times \left(1-{\text{BAF}}_{exp}\right)},\text{ where }{\text{BAF}}_{exp}=\frac{\mu_{\text{B}6/\text{B}6}}{\mu_{\text{B}6/\text{B}6}+\mu_{\text{B}6/\text{B}\text{Cast}}},$$

and μ_*g*_ are the mean total expression levels across all mice with genotype *g* at the gene of interest. The BAF_*pred*_ transformation is required to estimate μ_Cast/Cast_ from μ_B6/B6_ and μ_B6/Cast_. Because of variance in the estimation of μ_*g*_, the predicted BAF can be larger than 1.0.

### eQTL comparison with previous studies

We reanalyzed six previously published mouse eQTL datasets available from GeneNetwork (Wang et al., 2003). Array-normalized data were batch-normalized using PEER, then compared to genotype data provided by GeneNetwork. Because these previous studies used an intercross model with three possible genotypes, eQTL were called using a linear regression, analogous to the t-test in our backcross experiment.

### Random forests

eQTL were also mapped using a random forest method (Michaelson et al., 2010). We used the normalized read counts as input to the random forest, and included marker genotype, sex, side of the cross, sequencing lane, and number of somites as predictors. For 5 N2 embryos, no somite count was recorded, and hence the total number of input samples is 149 instead of 154. Genotypes were coded as 0.5 for heterozygous B6/Cast, 1.0 for homozygous B6/B6, and 0.75 for missing genotypes. False discovery rates were calculated as above using permuted input data after identifying the best markers per chromosome. We found results were similar when using the variable selection frequency method (Michaelson et al., 2010) or the mean decrease in prediction accuracy method (Francesconi and Lehner, 2014).

### Conservation

We found GERP scores broadly correlated among upstream, UTR, coding and downstream gene regions, and therefore show only the average coding sequence GERP score. We performed a Spearman correlation test to examine the hypothesis that GERP score is associated with cis-eQTL p-value and ASE effect size, although for clarity Figure 5G focuses only on the most extreme genes. Because the set of very lowly expressed genes is enriched for low GERP scores, we filtered out the lowest expressed genes in each tissue. We used RNA-seq data previously published (Merkin et al., 2012) for muscle, liver and brain to filter out lowly expressed genes in those tissue comparisons. The strength of the associations with GERP scores for our ASE and cis-eQTL as well as previously published cis-eQTL is robust to all but the most extreme changes in filtering cutoff.

How the deposited data were processed for this re-analysis (not part of the article)

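3SEQ was performed on single whole embryos at E11.5, 16 F1 embryos from both reciprocal crosses of B6 and Cast and N2 embryos from both backcrosses of F1 animals to B6. The authors trimmed the reads, mapped them with Bowtie2 to the mm9 B6 genome and to a Cast genome made from published SNPs, discarded reads from repetitive positions, and deposited the read count on the exons of each RefSeq gene, as raw counts without normalization. They also deposited allele votes per gene, estimated counts (expected counts in the sense that they need not be whole numbers) that are not scaled to library size and that have no value where a gene has no vote of either allele. The deposited genotypes, made by the authors with a hidden Markov model, hold 1 of 3 codes per gene and embryo. They were read as homozygous, heterozygous or not called after the votes under each code had been counted. All 22033 genes in the tables were read, 21044 of them autosomal. Coordinates are those of mm9 in the GENCODE annotation, in which 21317 of the symbols were found, 21241 on the same chromosome and strand.

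The conditions, litters, lanes and somite numbers came from the sample labels. Of 168 N2 columns, 8 have labels that name no mother, litter or embryo, and they were used in no comparison. Another 6 matched embryos without genotypes were used only in the alternatives that take all matched embryos. The 154 N2 embryos left are as many as the paper used. Depth ranged from 15703888 to 38234229 reads on genes per F1 embryo and from 245220 to 5370322 per N2 embryo, and counts were divided by this total to give RPM. The paper gives other mean depths, and the values here use the totals of the deposited tables. At the median N2 depth of 2297774 reads, 5 RPM corresponds to few reads per embryo, so that single embryos carry little precision at the lowest genes tested.

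The tests followed the paper's methods where these name one: a paired t-test for ASE, binomial tests for imprinting, Spearman's correlation for somite number, the Mann-Whitney U test for the mother's genotype and for sex, and the rank-sum test for eQTL. Thresholds were an adjusted p under 0.01, a q under 0.05 for expression and under 0.1 for BAF against somite number, and a q under 0.01 for eQTL. Minimums were 20 votes per cross for ASE and imprinting, 20 votes per embryo in at least 20 embryos for BAF against somite number, and a mean of 5 RPM for expression. Votes were rounded to whole numbers for the binomial tests. Because counts by gene call for a count model, the mother's genotype was also tested with edgeR's quasi-likelihood test after TMM normalization, with DESeq2, and with limma voom with lane or litter as a random block. PEER was not used, so the first 15 principal components after lane, sex and somite number were regressed out in its place, and q came from 10 permutations. The paper's removal of genes with repetitive reads or retrotransposed copies was not repeated. Predicted BAF followed the formula in the paper's methods. Permutation tests used 100000 resamples, so that 1e-05 is the smallest p they can give, and bootstrap intervals used 10000. Those of correlations with somite number exchanged single embryos and do not allow for litters. The rule set beforehand was to name, for each test across genes, every gene the paper names for that result in its text or Figures 2, 3 and 5 and their supplements and the 5 with the smallest p. It was not followed in full, since most genes of Figure 3B and of the figure of imprinted genes are only counted, and the 5 smallest p are not named for imprinting, edgeR and the blocked models. *Beta-s*, *Gm1943*, *Mir703* and *Wdr65* fall under the latter part of this rule. *B3galt6*, the sex-different genes at the lower minimum, and the genes given to complete the lists of imprinted genes and of somite-dependent BAF were chosen after their values were seen.

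The mapping of samples, the design, the tests and the alternatives were set before the data were examined, apart from the tests and alternatives named as later choices at the start of each part below. The alternatives cover normalization, filters on votes and RPM, adjustment for multiple tests, lane, litter, flowcell, sex and stage, the number of principal components and the definition of a marker region. Other splits of the embryos, litters or lanes were drawn 100 times for the Mann-Whitney test, 50 times for edgeR and 20 times for the blocked models, in which the correlation was estimated on 1000 genes.

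Each test was also tested on simulated data with 200 changed genes (100 for BAF against somite number). The paired test recovered 84% of them with 0 false calls, the imprinting test 77% with 0, the sex test 72.5% with 0, the Mann-Whitney test for the mother's genotype 74% with 0, and the eQTL test 90.5% with 1. Votes for the paired and imprinting tests were simulated with counting error alone. Their 0 false calls therefore do not cover other differences between embryos. The correlation of BAF with somite number recovered all 100 with 9 false calls. For expression against somite number the share depended on the slope, with 24.4% recovered at a log2 change of 0.05 per somite, 61.7% at 0.1 and 95.2% at 0.2. The slope of 0.2 was added after a first simulation, with slopes of 0.05 and 0.1 only, had been seen to recover the minority of the genes. With no simulated differences between lanes, edgeR and both blocked models recovered all 200 genes with at most 1 false call. With simulated lane differences of SD 0.3 (log2), edgeR made 312 false calls, the litter block 53 and the lane block 1, while they recovered 199, 195 and 187 genes. The simulated changes were larger than the median fold of 1.62 among the genes called by the Mann-Whitney test. In the real data the correlation was 0.577 within lanes and 0.516 within litters, and the simulation was not matched to these. The recovered shares therefore do not give the power of the blocked models on the real data.

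The qPCR, the adult tissue data sets, GERP scores, gene ontology and the random forest were not analysed here. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and statmod 1.5.0.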

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

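Of the tests in this part, those of litters and lanes for the opposite directions, of reads of a Cast transcript for the trans targets and of a mixture for the single embryo were chosen only after the result was seen.

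Lane means were compared for 3 maternal effect genes, and a lane far from the others was found in 2 of the 10 groups of lanes or F1 embryos examined, where chance gives about 1 in 20. Among the 5 lanes of F1 mothers, 1 lane had a mean of 72.0 RPM for *Angptl4*, with a gap to the next lane of 0.808 of the whole range. Among the 8 lanes of B6 mothers, 1 lane had a mean of 12.5 RPM for *Polm*, with a gap of 0.644. Both gaps exceed the value of Dixon's test at the 95% level for so many lanes. A general difference between sequencing lanes is a candidate explanation, since 95.9% of genes differed between the lanes of B6 mothers and 29 of 100 splits of whole lanes called as many genes as the mother's genotype did. The maternal effect genes did not differ more between the lanes of B6 mothers than genes of like expression, as their median F stood at percentile 17.7 of matched lists. Lanes hold different litters, so a difference between litters or in the age of the embryos stays open, and no test was made of a biological cause of a single lane.

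In embryos of B6 and F1 mothers 609 genes were correlated with somite number in opposite directions, each past a q of 0.05 on its own. The difference itself was tested by exchanging the mean somite numbers of whole litters among litters of the same kind of mother, and 4 of 100 arrangements, the real one included, gave as many opposite genes. That is below the limit of 5 set for this test, which argues against litters alone. With the lane regressed out, 128 genes were called in both kinds of mother and 100% of them had the same direction. A difference between sequencing lanes behind the opposite directions would give this. Over all genes, called or not, the share with the same direction was 61.1% with the lane regressed out and 42.9% without. Over 597 of the genes with opposite directions lane accounted within litters for a median of 10.5% of the variance in ranks (at most 8.14% in shuffles). Litter within lanes accounted for 9.74% (at most 8.06%). Of the 29 litters, 19 lie in 1 lane, and regressing out the lane also removes differences between litters of different lanes, so the parts of litters and lanes in the opposite directions cannot be told apart. A different course of expression under different mothers also stays open and was not tested.

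One embryo of a B6 mother, in the lane with the highest median depth, has 7612442 reads on genes and no deposited genotypes, and the paper's text gives no reason. The embryos with genotypes have at most 5370322 reads. A mixture of embryos was tested by the share of Cast votes along runs of 50 genes with at least 200 votes, since a mixture gives shares between those of B6/B6 and B6/Cast. Shares of 10 to 35% were found in 1.27% of its 394 runs, within the range of 0 to 5.31% over the 154 embryos with genotypes (median 1.85%), which argues against a mixture. Its Cast votes made up 20.6% of all. Other technical reasons, such as a failed genotyping step, were not tested, and no biological explanation was tested. Its *Angptl4* and *Polm* levels were 60.8 and 20.0 RPM.

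The strongest trans pairs had *Gm1943* (z = 10.1) and *Mir703* as targets, which the paper does not discuss. In embryos homozygous for B6 at the controlling region *Gm1943* stood at 0.0322 times and *Mir703* at 6.98% of its level in heterozygous embryos, and less than 10% was set for the test. This suggests that reads of a Cast transcript from the controlling region may have been counted on the target, because such reads are lacking in homozygous embryos. For *Pop1* the ratio was 1.49, with the higher level in homozygous embryos, so the explanation does not extend to it. A trans effect of the Cast allele that switches the target on would give the same values and stays open.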

How the results depend on the processing

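Of the alternatives in this part, the value of *Beta-s* in place of *Hbb-b1* and the eQTL and hotspot values for 986 marker regions were chosen only after the data were seen.

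In all, 104 alternatives were computed for 21 results, and 53 counted as unchanged. For a result with a test that means the same direction and side of the threshold, for a count a change of at most 1.5 times, for a correlation across genes a value within the 95% confidence interval of the main value, and for mean BAF a change of less than 1 SD over embryos. No alternative was planned for the blocked models, the beta-globin shares, the imprinted loci or the Cast votes in homozygous embryos. Litter and embryo numbers recur in both kinds of mother, where they mark different litters. No paired analysis was possible because no embryo of one cross is paired with an embryo of another.

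The count of ASE genes stayed between 1340 and 2104 under 5 alternatives and moved to 1105 in F1 embryos only and 2889 under Benjamini-Hochberg adjustment, by construction of fewer embryos and a looser adjustment. The correlation of F1 and N2 BAF moved to 0.766 and 0.785 with minimums of 50 and 100 votes and to 0.702 with the mean of per-embryo BAF. Mean BAF moved to 0.483 when votes were summed over all genes, by more than its SD over F1 embryos (0.00118), and stayed within that SD with minimums of 50 and 100 votes. Imprinted genes numbered 37 to 46 under 4 alternatives and 31 when both N2 crosses also had to pass. The paper's genes lost in the last alternative had too few N2 votes to pass it.

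Genes correlated with somite number fell to 1151 with the lane regressed out and 174 for litter means and rose to 5161 in embryos of B6 mothers only, while 5 other alternatives gave 1623 to 2489. Genes with somite-dependent BAF numbered 17 with 10 votes per embryo, 5 with 50 votes, 2 with the lane regressed out, 63 in embryos of B6 mothers only and 2 in embryos of F1 mothers only. With the lane regressed out rho was 0.792 for *Beta-s* and -0.450 for both *Hbb-b1* and *Hbb-b2*. Neither *Hbb-b1* nor *Hbb-b2* can therefore be among the 2 genes that passed in that setting. The rho of *Hbb-b1* kept its sign and stayed past 0.05 by mother and for litter means, and reversed to 0.863 when *Beta-s* was read in its place. *Trf* no longer passed in embryos of F1 mothers (rho = -0.320). Sex-different genes other than *Xist* rose from 2 to 5 at a minimum of 1 RPM, by construction of more genes tested. Apart from these constructions, the cause was not tested.

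Maternal effect genes by the Mann-Whitney test numbered 0 for litter means and 0 for lane means, 212 and 24 in the separate flowcells, 1 in females, 45 in males, 2077 under Benjamini-Hochberg adjustment and 325 with all matched embryos. Fewer embryos or units enter all of these but the last 2, and the 6 embryos added in the last have as few as 27 reads. The cause was not tested further. Normalization by TMM, the RPM minimum, depth, somite number and stage left between 349 and 646. With edgeR the count moved to 2781 when the flowcell was added and lay between 1547 and 2197 under 4 other alternatives, DESeq2 among them. *Angptl4*, *Gpx3* and *Polm* kept their direction under all 5 alternatives each and passed the Bonferroni threshold with TMM, and *Angptl4* also in the first flowcell, but not in the second or for litter or lane means.

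Cis-eQTL moved to 1034 with no principal components, 593 on RPM with no covariates and 2839 for the own marker region only, and trans-eQTL to 17 and 10 in the first 2 of these. Trans-eQTL also moved to 144 at a q under 0.05, 12 with 30 principal components and 19 at a minimum of 20 RPM. With 986 marker regions, unknown genotypes not being counted as differences, there were 1729 cis-eQTL and 30 trans-eQTL. The correlation of predicted and measured BAF moved to 0.702 over the 1000 genes with the most votes and 0.641 with covariate-adjusted expression. The variance-to-mean ratio of trans targets, 5.22, passed when embryos were permuted separately for each gene (0 of 100), which removes the correlation between genes by construction, and at p under 0.0005, where it was 2.17 (4 of 100 permutations as high). With no principal components it was 20.1 and with 30 it was 4.28, within the permutations. The cause was not tested for the other moves.

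The share of genes with ASE rose with votes from 5.94% to 32.3%, and *Cep97* could not be tested for BAF against somite number with 9 embryos.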

Differences from the paper's values

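Of the tests in this part, the reading of *Beta-s* in place of *Hbb-b1* and the 986 marker regions for eQTL were chosen only after the result was seen, as was the error allowed for correlations, 1 divided by the square root of n - 3, with n the genes or embryos.

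Across genes, rho between F1 and N2 BAF is 0.77 in the paper and was 0.726 here. Of the alternatives set before the data were examined, a minimum of 50 votes, at 0.766, falls within this error of the paper's value, and a minimum of 100 votes (0.785, which the rule used before counted as within) and the mean of per-embryo BAF (0.702) do not. The rho of *Hbb-b1* BAF with somite number is 0.86 in the paper and was -0.513 here, and none of the alternatives set before the data were examined (-0.538 with B6 mothers only, -0.462 with F1 mothers only, -0.430 for litter means) falls within it. The entry *Beta-s* gave 0.863, a reading chosen after seeing the values.

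The paper counts 31 imprinted genes, against 47 here. All 5 alternatives set before the data were examined come within 1.5 times of the paper's count: minimums of 50 and 100 votes (42 and 37), a BAF difference of at least 0.3 (41), both N2 crosses as well (31, of which 23 are the paper's genes) and a quasi-binomial test over embryos (46, of which 41 are among the 47). The paper's genes that did not pass in both N2 crosses had too few votes there to do so.

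*Angptl4* averages 107 RPM with F1 mothers and 163 RPM with B6 mothers in the paper, and averaged 58.9 and 89.7 RPM here. Both of the paper's values are 1.82 times the values here, and the percentage difference is the paper's. The mean depth of the deposited counts is 1.83 times the paper's mean depth, and times this ratio the values here are 108 and 164 RPM, while the paper's reported mean RPM over the N2 embryos in the held part of Supplementary file 1 equals the values here with no such scaling. None of the alternatives (TMM-normalized CPM, either flowcell, litter means, lane means) falls within 1.5 times of the paper's means, with values of 55.1 to 61.7 for F1 mothers and 84.6 to 92.4 for B6 mothers. The paper's mean depth of N2 libraries is 1.2 M reads, and the deposited counts averaged 2.20 M reads, for which no alternative was set.

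The paper divides the autosomes into 986 marker regions, and 2426 were found here. The alternative in which unknown genotypes do not count as differences, set before the data were examined, gave 986. The paper reports 1034 eQTL and 1017 in cis, against 1752 and 1723 here. Its removal of genes with repetitive reads or retrotransposed copies was not repeated here, so the genes tested may differ. Within 1.5 times of the paper's counts lie the alternatives with no principal components (1051 and 1034), with 30 (1433 and 1421) and with a minimum of 20 RPM (1349 and 1330). Those with 5 principal components (1619 and 1584), RPM with no covariates (603 and 593), the t-test (1729 and 1696) and a q under 0.05 (2225 and 2081) do not, nor does the own marker region only (2839 in cis). With 986 marker regions, chosen after seeing the data for eQTL, there were 1759 and 1729. Trans-eQTL are about 1% of cis-eQTL in the paper and were 1.68% here. The alternatives with 30 principal components (0.844%) and a minimum of 20 RPM (1.43%) fall within 1.5 times of it. Those with no components (1.64%), 5 components (2.21%), RPM with no covariates (1.69%), the t-test (1.95%) and a q under 0.05 (6.92%) do not.

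For predicted and measured BAF the paper gives a rho of 0.58 over 4821 genes, against 0.505 over 7282 here. None of the alternatives gives this rho of 0.58, with 0.500 at a minimum of 20 RPM and 0.641 with covariate-adjusted expression. Over the 1000 genes with the most votes rho was 0.702, and the paper's own value for its 1000 genes with the highest coverage is 0.70. For the number of genes, the minimum of 20 RPM (4526) falls within 1.5 times. The paper counts 5 genes that differ between the sexes, *Xist* included, against 3 here. A minimum of 1 RPM gave 6, within 1.5 times, and TMM-normalized CPM gave 3.

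The paper shows *Pop1* as the most significant trans-eQTL target. Here it ranked behind *Gm1943* and *Mir703*, with an absolute z of 6.95 against 10.1 and 8.07. Whether the paper's removal of genes with repetitive reads or retrotransposed copies took out *Gm1943* and *Mir703* is not known. The paper shows *Gstm7*, *Myl4* and *Cep97* among the genes whose BAF depends on somite number, and here the first 2 had q of 0.183 and 0.141 and *Cep97* was not tested. The paper states a significant signal for hotspots, while 57 of 100 permutations that keep the correlation between genes gave as high a variance-to-mean ratio, and 0 of 100 did with each gene permuted separately. At p under 0.0005, an alternative set before the data were examined, 4 of 100 permutations that keep the correlation did. The paper counts 331 maternal effect genes, against 490 here with the two-sided p and 565 with the one-sided p. The p that its text gives for *Angptl4* and *Gpx3* lie near the one-sided values here. In the held part of its supplement, the maternal effect p equalled that computed here for all 705 genes compared, within a relative difference of 1e-06. Different p for these genes are therefore not the source of the gap in counts. Whether the set of genes tested is the source was not examined. The paper states that the maternal effects were unchanged by litter, and for litter means 0 genes passed here, with 1279 at an unadjusted p under 0.05 by the Mann-Whitney test. Of the 490 genes called over embryos, all kept their direction over litter means and 422 had an unadjusted p under 0.05, but these genes were chosen on the same embryos. It states that both alleles of the adult beta globins are equally expressed by the end of the time course, where the BAF of *Beta-s* was 0.426 ± 0.0359 (SD over 3 embryos) here.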

Other observations

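Of the tests in this part, those of litters for the genes correlated with somite number and of the mother's RNA by direction were chosen only after the result was seen.

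Maternal effect genes by the Mann-Whitney test were compared with other splits of the same embryos. Of 100 random splits of the embryos, the real one included, 1 called as many genes, and the others called at most 2, which argues against a random grouping of embryos. Regressing out library depth and the number of detected genes left 412 of the 490 calls in number, which argues against depth as the whole cause. RNA of the mother in the samples was tested by direction. Over 373 of the genes higher with F1 mothers, Cast votes made up 0.205% in homozygous embryos of F1 mothers (95% bootstrap interval over litters 0.165 to 0.249%), where such RNA as the whole cause would need 17.4%. Over 64 of the genes higher with B6 mothers, the BAF of heterozygous embryos was 0.674 percentage points higher with B6 mothers (0.114 to 1.28), where 13.5 would be needed. Both argue against it as the whole cause. Over all autosomal genes the Cast share in homozygous embryos, which RNA of a B6 mother leaves unchanged, gave a permutation p = 0.156 between the mothers. A difference between sequencing lanes stays open, since 29 of 100 splits of whole lanes called as many genes, and splits of the lanes of B6 mothers among themselves called up to 4549. The paper reports that qPCR, which uses no sequencing lanes, also found a difference by the mother's genotype for 4 genes. Those measurements were not analysed here and bear on those 4 genes only. For a difference between litters, 4 of 100 splits of whole litters called as many genes. This lies below the limit of 5 set beforehand, so litters alone rarely gave as many, but the litter means (0 genes by the Mann-Whitney test, 1279 at an unadjusted p under 0.05) and the litter block (0 genes by limma voom, 907 at an unadjusted p under 0.05) called no gene and edgeR 1626, so that a difference between litters and the mother's genotype cannot be told apart by these tests. A maternal effect, which the design names, also stays open.

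With edgeR 1 of 50 random splits of embryos called as many genes. With lane or litter as a random block the real split called 0 genes, so 20 of 20 splits called as many in each. Of the genes called in the first flowcell, 63.7% had the same direction in the second, and 35 of 96 splits of whole lanes within the flowcells gave as high a share, which is consistent with a difference between sequencing lanes behind part of the calls. The second flowcell has 1 lane of F1 mothers besides the mixed lane, which limits this comparison.

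Genes correlated with somite number may in part reflect lanes and litters. With the lane regressed out 1151 genes passed, fewer by more than 1.5 times, and 27 of 100 arrangements of whole litters gave as many genes as the 2206 of the real one (median 385). Litters hold 79.7% of the variance in somite number, so few independent stages are compared. Development itself, which the design names, stays open.

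Of 100 splits of the 16 F1 embryos into 8 and 8, 1 gave as many imprinted genes as the real one, with at most 39 in the others, and of 100 splits by sex 1 gave as many sex-different genes, with at most 0 in the others. Both argue against a random grouping.

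The hotspot signal was compared with permutations that keep the correlation between genes, and 57 of 100 gave as high a variance-to-mean ratio. This is consistent with correlation between genes as the source of the ratio at p under 0.005. At p under 0.0005, 4 of 100 such permutations gave a ratio as high as the 2.17 observed (median 1.70), which correlation alone rarely gave, so a biological signal among the strongest pairs stays open.

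The 8 N2 columns whose labels name no mother, litter or embryo have between 5 and 1210811 reads on genes, with a median of 314.5. Of the 6 matched embryos without genotypes, 4 have 27 to 358 reads and 1 has 172841. At 358 reads, 1 of them has 2793 RPM of *Angptl4*, which lifts the mean of F1 mothers with all matched embryos to 98.9 ± 334 RPM (SD, n = 67), above the 86.6 ± 31.4 RPM (n = 93) of B6 mothers.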
